# A_2A_R eGFP reporter mouse enables elucidation of A_2A_R expression dynamics during anti-tumor immune responses

**DOI:** 10.1038/s41467-023-42734-0

**Published:** 2023-11-01

**Authors:** Kirsten L. Todd, Junyun Lai, Kevin Sek, Yu-Kuan Huang, Dane M. Newman, Emily B. Derrick, Hui-Fern Koay, Dat Nguyen, Thang X. Hoang, Emma V. Petley, Cheok Weng Chan, Isabelle Munoz, Imran G. House, Joel N. Lee, Joelle S. Kim, Jasmine Li, Junming Tong, Maria N. de Menezes, Christina M. Scheffler, Kah Min Yap, Amanda X. Y. Chen, Phoebe A. Dunbar, Brandon Haugen, Ian A. Parish, Ricky W. Johnstone, Phillip K. Darcy, Paul A. Beavis

**Keywords:** Tumour immunology, Immunotherapy, Tumour immunology

## Abstract

There is significant clinical interest in targeting adenosine-mediated immunosuppression, with several small molecule inhibitors having been developed for targeting the A_2A_R receptor. Understanding of the mechanism by which A_2A_R is regulated has been hindered by difficulty in identifying the cell types that express A_2A_R due to a lack of robust antibodies for these receptors. To overcome this limitation, here an A_2A_R eGFP reporter mouse is developed, enabling the expression of A_2A_R during ongoing anti-tumor immune responses to be assessed. This reveals that A_2A_R is highly expressed on all tumor-infiltrating lymphocyte subsets including Natural Killer (NK) cells, NKT cells, γδ T cells, conventional CD4^+^ and CD8^+^ T lymphocytes and on a MHCII^hi^CD86^hi^ subset of type 2 conventional dendritic cells. In response to PD-L1 blockade, the emergence of PD-1^+^A_2A_R^-^ cells correlates with successful therapeutic responses, whilst IL-18 is identified as a cytokine that potently upregulates A_2A_R and synergizes with A_2A_R deficiency to improve anti-tumor immunity. These studies provide insight into the biology of A_2A_R in the context of anti-tumor immunity and reveals potential combination immunotherapy approaches.

## Abstract (web summary)

Adenosine is an immunosuppressive metabolite known to limit anti-tumor immune responses. Here the authors report the characterization of an adenosine A2A receptor (A2AR) eGFP reporter mouse, providing immunological insights into the biology of A2AR expression in the context of anti-tumor immunity.

## Introduction

Adenosine is an immunosuppressive metabolite that modulates anti-tumor immunity and is produced from the degradation of adenine nucleotides by the ecto-enzymes CD73 and CD39 on tumor cells, stroma and fibroblasts or through direct export from the intracellular compartment of cells undergoing hypoxia and/or stress^1–7^. Adenosine binds to four known G-coupled receptors, A_1_R, A_2A_R, A_2B_R, and A_3_R on immune cells with the majority of immunosuppressive effects thought to be mediated through A_2A_R and A_2B_R. A_2A_R and A_2B_R elicit immunosuppressive effects on tumor-infiltrating immune cells due to activation of adenylate cyclase, which results in increased intracellular cAMP. Pioneering studies by Sitkovsky and colleagues have demonstrated that extracellular adenosine potently modulates immune responses and antitumor immunity^2,3^.

Accordingly, enhanced anti-tumor responses are observed in A_2A_R deficient mice^3,5,8,9^, an observation that led to the development of small molecule antagonists, which elicit anti-tumor immunity against solid tumors in mice^3,5,8,10–12^. A_2A_R antagonists have been evaluated in clinical trials against a range of solid tumors including renal cell carcinoma, non-small cell lung carcinoma, prostate, breast, and head and neck cancers^13^. Moreover, preclinical investigations have highlighted that targeting the A_2A_R either genetically or pharmacologically enhances the efficacy of immune checkpoint blockade^5,8,14^ or adoptive cellular therapy^3,12,15–21^. Despite the intense interest in targeting this pathway, the mechanism of action is not completely understood. While A_2A_R is known to be expressed on a range of immune cell types including CD8^+^ T cells, CD4^+^ T cells^22^, Tregs^23^, NK cells^24,25^, NKT cells^26^, and myeloid cells^27^, this has predominantly been determined from mRNA analyses due to a lack of an effective antibody recognizing this receptor that is suitable for flow cytometry. Therefore, a detailed analysis of the immune cell subpopulations expressing A_2A_R have not been determined and, in addition, the factors driving A_2A_R expression both within tumors at baseline and in response to therapy remain largely unknown. To overcome this, we describe a transgenic mouse model enabling the quantification of A_2A_R through the expression of a GFP reporter gene. Using this model enables the expression of A_2A_R on immune cells within solid tumors, draining lymph nodes (DLN) and the spleen to be assessed, allowing for analyses of A_2A_R expression at baseline and in response to immunotherapies (anti-PD-L1, anti-CTLA-4 and IL-18) or chemotherapy (carboplatin).

This reveals that A_2A_R is highly expressed in NK, CD8^+^, CD4^+^, NKT, and γδ T cells within tumors, with NK cells and conventional T cells constituting more than 50% of all A_2A_R positive cells. Relatively limited A_2A_R expression is observed on myeloid cells within the tumor, apart from cDC2s, and expression is absent from tumor-infiltrating B cells. When comparing the expression of A_2A_R in the tumor and DLNs, T cells in the tumor uniquely express significantly more A_2A_R than their counterparts in the DLN. We observe that whilst A_2A_R expression is elevated in activated tumor antigen-specific CD8^+^ T cells in the DLN, A_2A_R expression is fairly ubiquitous amongst CD8^+^ T cell sub-populations within the tumor, regardless of their antigen specificity or differentiation status. Treatment of tumor-bearing mice with anti-PD-L1 alone or combined anti-PD-L1 and anti-CTLA-4 leads to the emergence of a population of PD-1^+^A_2A_R^-^ CD8^+^ T cells that correlate with therapeutic outcome. Transcriptomic analysis of A_2A_R^+^ cells reveals that the most apparent difference between A_2A_R^+^ and A_2A_R^-^ CD8^+^ T cells is reduced expression of STAT5 target genes in A_2A_R^+^ cells, a phenotype that is restored following anti-PD-L1 treatment. Lastly, these studies reveal that IL-18 is a potent inducer of A_2A_R expression and that the therapeutic activity of IL-18 is accentuated in the context of A_2A_R-deficient mice. In summary, we report the development of a mouse model that provides insight into the biology of A_2A_R expression in the context of anti-tumor immunity and reveals potential mechanisms of action and combinatorial approaches for A_2A_R blocking therapies.

## Results

### GFP expression accurately maps A_2A_R expression in A_2A_R eGFP reporter mice

To characterize the A_2A_R eGFP reporter mice and ensure that GFP was a bona fide readout of A_2A_R expression we first examined the expression of GFP within the spleens of mice. Immunofluorescent analysis indicated detectable expression of GFP in the spleens of A_2A_R eGFP reporter mice, particularly in the T cell-rich region of the arterioles (Fig. 1A). Flow cytometry analyses of splenocytes revealed that GFP expression was highest in NK cells that are known to express high levels of A_2A_R (Fig. 1B)^24,28^ and CD8^+^CD44^+^ T cells, which is also consistent with a previous report^29^ (Fig. 1C). FACS sorting of splenocytes from A_2A_R eGFP reporter mice indicated that GFP^+^ splenocytes expressed significantly higher levels of *A*_*2A*_*R* mRNA (Fig. 1D), confirming that GFP expression correlated with increased expression of the A_2A_R. Consistent with previous reports indicating that activation of T cells through the TCR led to increased *A*_*2A*_*R* mRNA expression^30^, stimulation of splenocytes with anti-CD3/anti-CD28 led to a significant increase in GFP expression by both CD8^+^ and CD4^+^ T cells (Fig. 1E). Moreover, elevated GFP expression was associated with increased expression of PD-1 and CD44, highlighting that A_2A_R expression was associated with an activated T cell phenotype in vitro (Fig. 1F). To confirm that A_2A_R expression in reporter mice was functional we evaluated their response to adenosine receptor stimulation. Suppression of TNF by NECA, a pan adenosine receptor agonist, and reversal of this phenotype by SCH58261, an A_2A_R antagonist, was observed following activation of splenocytes from A_2A_R eGFP reporter mice or wild-type controls (Fig. 1G). To assess the impact of tumor antigen recognition on A_2A_R expression, we generated anti-Her2 CAR T cells from A_2A_R eGFP reporter splenocytes in line with our previous work using anti-Her2 CAR T cells^16^. Generation of CAR T cells led to increased expression of GFP relative to naïve T cells (Fig. 1H) and coculture of anti-Her2 CAR T cells with AT-3-, E0771-, or MC38-Her2 expressing tumor cells led to a further and significant induction of GFP in both CD8^+^ and CD4^+^ CAR T cells (Fig. 1I).

**Fig. 1:**
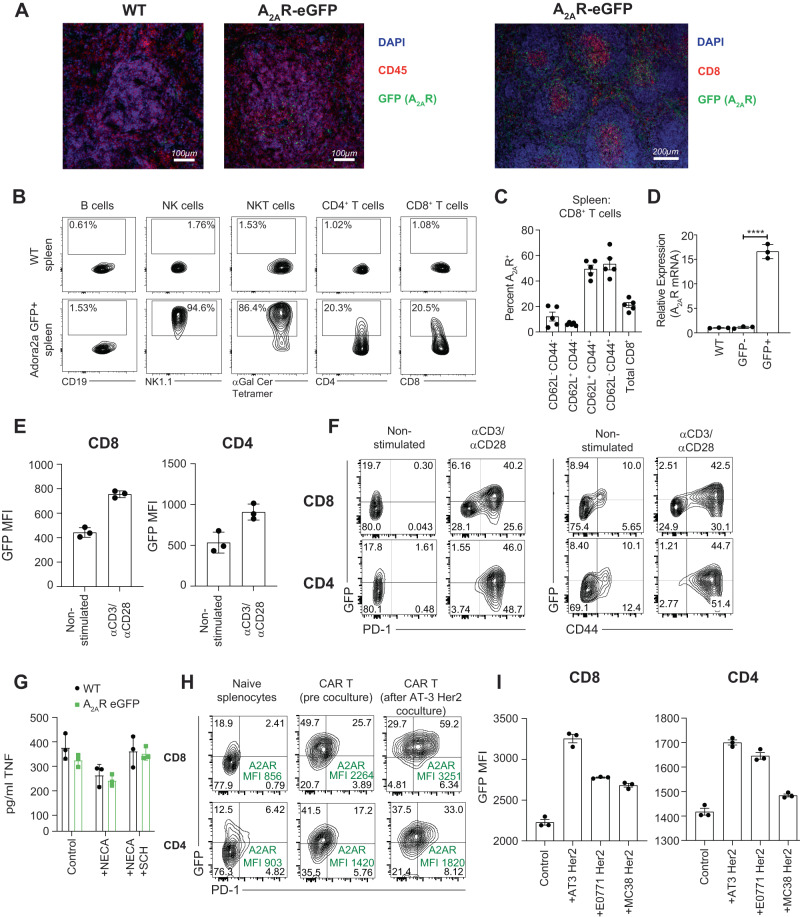
Validation of A_2A_R eGFP reporter mice. **A** Immunofluorescence staining of sectioned spleens obtained from C57BL/6 A_2A_R eGFP reporter or C57BL/6 WT mice (*n* = 1 experiment of 2 individual mice). Image shows A_2A_R expression (GFP), CD45 (Red) or CD8 (Red) and DAPI (Blue) at 20x magnification (Left) or 10x magnification (Right). Section on right depicts GFP (A_2A_R) expression on cells located within the arterioles. **B** A_2A_R (GFP) expression on indicated splenic immune subsets from A_2A_R eGFP or C57BL/6 WT mice as determined by flow cytometry. Representative experiment of *n* = 3 **C** Percentage ( ± SEM) of indicated CD8^+^ subsets expressing A_2A_R in spleens of *n* = 5 naïve mice. **D** A_2A_R mRNA expression in FACS sorted GFP^+^ and GFP^-^ cells isolated from A_2A_R eGFP^+^ reporter mouse spleens. Data represent the mean ± SD of 3 samples obtained from independent mice. A_2A_R expression is plotted relative to L32. Statistical significance determined using unpaired two-sided *t* test. ****p < 0.0001 **E**, **F**. Expression of GFP (A_2A_R), PD-1 and CD44 in CD8^+^ and CD4^+^ lymphocytes activated for 24 h with anti-CD3 (0.5 μg/ml) and anti-CD28 (0.5 μg/ml). Data represent the mean ± SD of triplicate samples from a representative experiment of *n* = 3. **G** Splenocytes from WT or A_2A_R eGFP reporter mice were stimulated for 72 h with anti-CD3 (0.5 μg/ml) and anti-CD28 (0.5 μg/ml) in the presence or absence of NECA (1 µM) or SCH58261 (1 µM). Data represent the mean ± SD of triplicate samples. **H**, **I**. Anti-Her2 CAR T cells were generated from A_2A_R eGFP mouse splenocytes and cocultured with indicated tumor cells. GFP Mean Fluorescence Intensity (MFI) of CD8^+^ T cells and CD4^+^ T cells (bottom) was measured by flow cytometry following 16 h co-culture with indicated Her2 expressing tumor lines, AT3 Her2, E0771 Her2 and MC38 Her2. **I** Data represent the mean ± SD of triplicate samples from a representative experiment of *n* = 3. Source data are provided as a Source Data file.

### A_2A_R is expressed in a broad range of immune cells within the tumor microenvironment

A_2A_R expression has been reported on a broad range of immune cells including conventional αβ T lymphocytes and NK cells but the expression of this receptor in the context of the tumor microenvironment has not been extensively investigated, and much less in a comparative analysis between subsets. Therefore, we examined the expression of GFP (A_2A_R) within the tumor microenvironment. Having confirmed an important role for A_2A_R in the control of AT3ova tumors (Fig. 2A), consistent with our previous observations^8^, GFP expression was determined in the tumors and draining lymph nodes of mice bearing AT3ova tumors (representative flow cytometry Fig. 2B, gating strategy; Supplementary Fig. 1A). This analysis revealed that, within the draining lymph nodes, A_2A_R expression was most abundantly expressed on NK cells on a per cell basis (mean 74% positive), followed by γδ T cells (49.3% positive) and type I NK T cells (33.7% positive) (Fig. 2C). Expression of A_2A_R was lower on CD8^+^ and CD4^+^ lymphocytes (4.7% and 5.4% positive respectively) and virtually absent on B lymphocytes (1.9% positive). However, over 50% of the A_2A_R positive cells within draining lymph nodes were either CD4^+^ or CD8^+^ lymphocytes because of their higher overall frequency relative to innate lymphocyte subsets (Fig. 2D). We next investigated the expression of A_2A_R within tumor-infiltrating lymphocytes. Notably, A_2A_R expression was highly expressed in all subsets except for B lymphocytes (Fig. 2E), with NK cells, CD4^+^ lymphocytes and CD8^+^ lymphocytes together constituting over 50% of A_2A_R^+^ cells within the tumor (Fig. 2F). Comparison of the expression of A_2A_R in these lymphocyte subsets indicated that A_2A_R was significantly upregulated in tumor-infiltrating lymphocytes relative to their counterparts in the tumor-draining lymph node, but this was more apparent with conventional CD8^+^ and CD4^+^ lymphocytes (5 fold increased expression in tumor relative to draining lymph node) than with NK, NKT and γδ T cells (all ~1.5 fold increased expression in the tumor) (Fig. 2B, G). Within the tumors, NK cells expressed a significantly higher level of A_2A_R than all other immune subsets analyzed on a per cell basis (Fig. 2H). A similar pattern of A_2A_R expression was observed in MC38 and E0771 tumors, that is to say A_2A_R was highly expressed on innate-like cells (NK cells, NKT cells, γδ T cells) isolated from either DLNs or tumors and was significantly increased on conventional T lymphocytes isolated from tumors relative to counterparts isolated from draining lymph nodes (Supplementary Fig. 1B-F, Supplementary Fig. 2A, B). To investigate the relationship between A_2A_R and tumor progression we assessed the expression of GFP on each of these subsets within AT3ova tumors at days 10, 17, 21 and 28 post tumor inoculation. Interestingly, A_2A_R expression was at its highest point within total CD45^+^ cells at day 10 post-tumor inoculation and gradually decreased over time (Fig. 2I). This effect was largely caused by reduced A_2A_R expression within CD8^+^ T cells, whilst the expression of A_2A_R in other subsets remained relatively stable. A similar reduction of A_2A_R expression in CD8^+^ T cells over time was observed in E0771 tumors, albeit that the time course was shorter than in the AT3ova model due to the more aggressive growth of this tumor line (Supplementary Fig. 2C). These data suggest that early intervention with A_2A_R antagonists may be critical for achieving maximum impact on CD8^+^ T cell mediated anti-tumor immunity. Given previous reports indicating a role for A_2A_R expression on myeloid cells, we next assessed the expression of A_2A_R on myeloid subsets isolated from either AT3ova or E0771 tumors using a panel including antibodies for CD11b, CD11c, F4/80, Ly6C, CD103, XCR1, CD64, and MHCII. These analyses revealed that, amongst all myeloid subsets, A_2A_R expression was significantly higher on CD11b^+^ cDC2 cells (defined as Ly6c^−^CD64^−^CD11c^+^MHCII^+^CD103^−^XCR1^−^F4/80^low/dim^), relative to all other myeloid cell subsets (Fig. 2J, Supplementary Fig. 2D). Interestingly the GFP^+^ subset of cDC2s exhibited significantly higher expression of MHCII, CD80 and CD86 (Fig. 2K, L, Supplementary Fig. 2D), indicating that this population may represent a more mature subset of cDC2 cells with enhanced capacity to prime T cell responses.

**Fig. 2:**
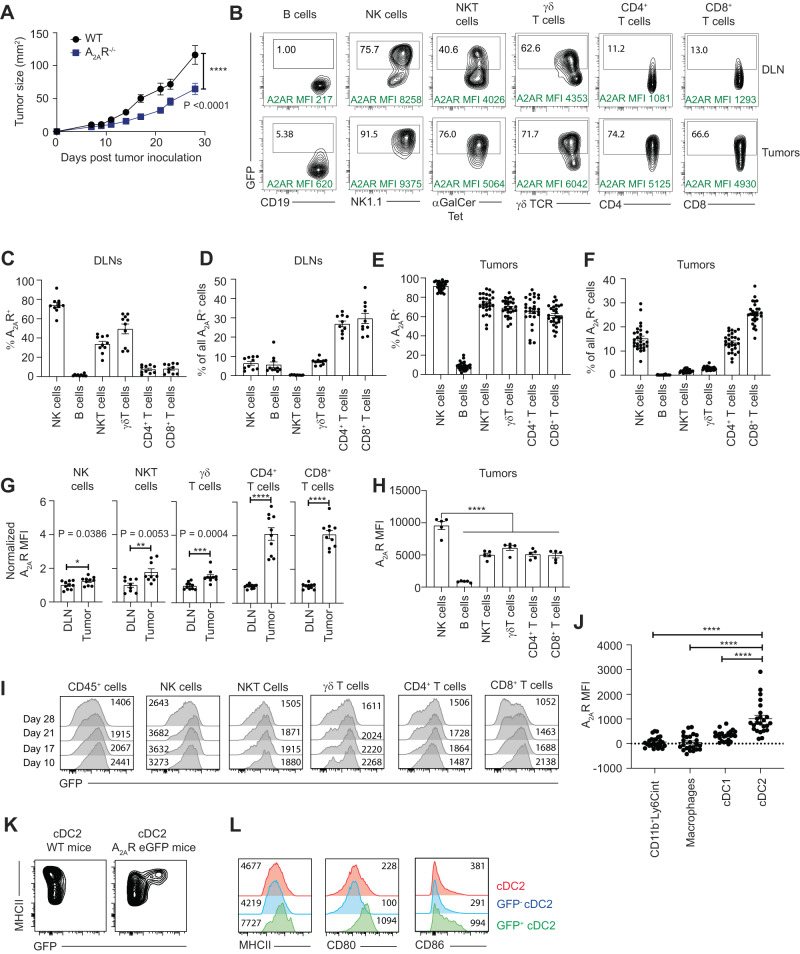
A_2A_R expression is elevated on tumor-infiltrating T cells and cDC2s. **A** WT, A_2A_R^-/-^ or A_2A_R eGFP reporter mice were inoculated sub-cutaneously with 5 × 10^5^ AT-3 ova tumors. **A**. Tumor size was measured over time (mm^2^). Data represent the mean ± SEM of 6 (WT) or 7 (A_2A_R^-/-^) mice per group. **B**–**L** Immune cells from draining lymph nodes and tumors were analyzed by flow cytometry at day 21 post-tumor inoculation unless otherwise stated. **B** Representative flow cytometry plots from concatenated samples. **C**, **E** Percentage of indicated cell types expressing GFP (A_2A_R) within DLNs (C) or tumors (E). **D**, **F** Proportion of all GFP^+^ cells that are of indicated lineage within DLNs (**D**) or tumors (**F**). **C**, **D** Data represent the mean ± SEM of 10 mice per group from 2 pooled experiments. **E**, **F** Data represent the mean ± SEM of 28 mice per group from 5 pooled experiments. **G** Relative expression of GFP (A_2A_R) for indicated cell types in the DLN and tumor. MFI was normalized such that expression in the DLN was equal to 1. Data represent the mean ± SEM of 10 mice per group from 2 pooled experiments. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, unpaired two-sided *t* test. **H** MFI of GFP (A_2A_R) expression by each cell type isolated from AT3ova tumors. Data represented as mean ± SEM of 5 mice per group. ****p < 0.0001, statistics determined by one-way ANOVA **I** Expression of GFP (A_2A_R) in indicated cell types isolated from tumors at indicated timepoints. Numbers represent the GFP MFI. Data represent concatenated samples from *n* = 6 mice. **J** Expression of GFP (A_2A_R) in indicated myeloid populations. ΔGFP expression calculated as GFP MFI minus the background fluorescence for each cell type as observed in WT mice. Data represented as the mean ± SEM from 24 mice per group, pooled from 4 independent experiments. ****p < 0.0001, statistics determined by one way ANOVA. **K** Expression of MHCII and GFP on cDC2 cells (Gated as CD45^+^TCRβ^-^NK1.1^-^Ly6C^-^CD64^-^CD11c^+^MHCII^+^F4/80^low^CD103^-^XCR1^-^). **L** Expression of MHCII, CD80, and CD86 on total cDC2 (Red), GFP^-^ cDC2 (Blue) and GFP^+^ cDC2 (Green). **K**, **L**. Data concatenated from 6 individual mice. Source data are provided as a Source Data file.

### A_2A_R expression is indicative of CD8^+^ T cell activation status within draining lymph nodes but less so within tumors

Given that A_2A_R expression was significantly enhanced on tumor-infiltrating CD8^+^ and CD4^+^ lymphocytes within the tumor microenvironment, we further analyzed the phenotype of A_2A_R^+^ T cells relative to their A_2A_R^-^ counterparts. This analysis included the expression of markers associated with differentiation status (CD62L, SLAMF6, CD69, CD44), the immune checkpoint PD-1 and CD39, the ectoenzyme responsible for the breakdown of ATP to AMP. Notably, CD39 is also a recognized marker of tumor-reactive terminally differentiated CD8^+^ T cells and its expression limits anti-tumor immunity^31–33^. A SIINFEKL-loaded tetramer reagent was also used to identify tumor-antigen (Ova) specific CD8^+^ T cells. We first investigated the expression of A_2A_R on tetramer^+^ and tetramer^-^ subsets. Within tumor-draining lymph nodes A_2A_R expression was significantly upregulated on CD44^+^tetramer^+^ CD8^+^ T cells relative to other CD8^+^ T cell subsets (Fig. 3A), consistent with the notion that A_2A_R was upregulated following activation of these cells by tumor antigens presented by APCs in the draining lymph nodes. However, within the tumors there was only a modest increase in A_2A_R expression on CD62L^-^ tetramer positive cells relative to CD62L^-^ tetramer negative counterparts (Fig. 3B, Supplementary Fig. 1G). Within tumors, CD8^+^ T cells follow a pathway of differentiation from TCF7^+^ precursor exhausted cells to TCF7^−^ terminally differentiated cells. Given the technical complexities of TCF7 staining in GFP reporter mice due to quenching of GFP following nuclear permeabilization, we employed the gating strategy described by Beltra et al. using the markers CD69 and SLAMF6 whereby T cells transition from CD69^+^SLAMF6^+^ > CD69^−^SLAMF6^+^ > CD69^-^SLAMF6- >CD69^+^, SLAMF6^−^^34^. Analysis of these distinct subsets indicated that A_2A_R was modestly but significantly enriched within the CD69^+^SLAMF6^+^ subset relative to SLAMF6- counterparts (Fig. 3C). Similarly, within E0771 tumor cells it was observed that A_2A_R expression was significantly higher on SLAMF6^+^CD39^−^ or SLAMF6^−^CD39^+^ cells relative to SLAMF6^−^CD39^−^ counterparts (Supplementary Fig. 2E). We next investigated whether these differences contributed to the decreased expression of A_2A_R observed in CD8^+^ tumor infiltrating lymphocytes over time (Fig. 2I). We observed that in the course of tumor progression that the proportion of both the antigen specific tetramer positive population and the SLAMF6^+^CD69^+^ progenitor population were progressively diminished (Supplementary Fig. 1H). Given that these cell types were the highest expressers of A_2A_R this partly accounts for the reduced expression of A_2A_R in total CD8^+^ T cells over time. Moreover, on a per cell basis these cell populations elicited significantly higher expression of A_2A_R at day 10 than other timepoints but there was no significant difference from day 17 onwards (Supplementary Fig. 1H). Therefore, the reduction in A_2A_R expression in CD8^+^ T cells over time is partly explained by a reduced frequency of the tetramer positive and SLAMF6^+^CD69^+^ cells and partly due to reduced expression of A_2A_R by these subsets on a per cell basis at later timepoints. To confirm this using a complementary approach we determined the expression of A_2A_R following treatment of mice with FTY720. FTY720 acts to block S1PR1 and thus prevent the egress of immune cells from lymph nodes into the tumor site. We reasoned that if A_2A_R was expressed more highly on terminally differentiated cells that GFP expression would be increased following FTY720 treatment since this treatment would prevent cells egressing from the draining lymph node and replenishing the SLAMF6^+^CD69^+^ population. FTY720 treatment was effective, as demonstrated by significantly reduced numbers of CD8^+^ and CD4^+^ T cells in the peripheral blood (Supplementary Fig. 1I). Within tumors, FTY720 treatment resulted in a reduction in the proportion of CD69^+^SLAMF6^+^ (less-differentiated population) CD8^+^ T cells and A_2A_R expression was significantly reduced (Fig. 3D), supporting our earlier observations that A_2A_R expression was not enhanced on more terminally differentiated CD8^+^ T cells.

**Fig. 3:**
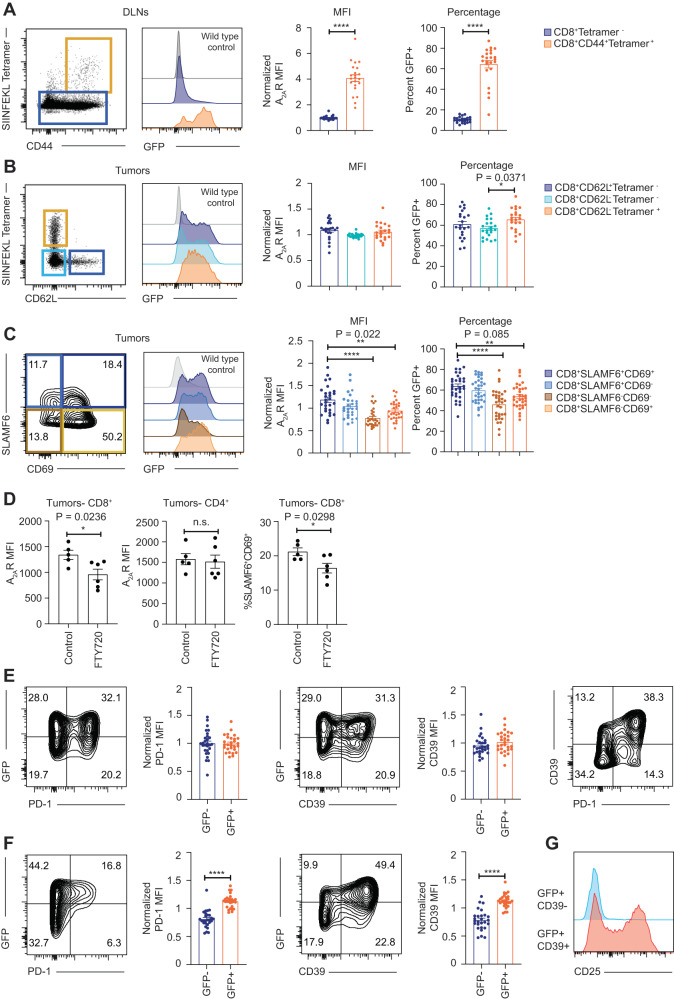
A_2A_R expression is elevated on tumor antigen-specific CD8^+^ T cells within draining lymph nodes but not tumors. **A**–**G** A_2A_R eGFP reporter mice were injected subcutaneously with 5 × 10^5^ AT-3 ova tumors. Draining lymph nodes (DLN; **A**) and tumor infiltrating lymphocytes (**B**–**G**) were analyzed by flow cytometry at day 21 post-tumor inoculation. Flow Cytometry plots represent data from concatenated samples in one representative experiment. **A** Expression of GFP (A_2A_R) in CD8^+^ T cells that are CD44^+^Tetramer^+^ or Tetramer^-^. Data represent the mean ± SEM of 22 individual mice pooled from 4 experiments. **B**, **C** Expression of GFP (A_2A_R) on indicated subsets of tumor-infiltrating CD8^+^ T cells. Data represent the mean ± SEM of 17 mice pooled from 3 individual experiments (**B**) or from 28 mice per group pooled from 5 individual experiments (**C**). **D** Mice were treated at days 14, 16, 18, and 20 post-tumor inoculation with 25 µg FTY720. Data represent the mean ± SEM of 5 (Control) or 6 (FTY720) mice per group. **E**, **F** Coexpression of A_2A_R, PD-1 and CD39 on CD8^+^ T cells (**E**) and CD4^+^ T cells (**F**). Data represent the mean ± SEM of 28 (**E**) or 27 (**F**) mice per group pooled from 5 independent experiments. **G** Expression of CD25 on indicated CD4^+^ subsets. Data are concatenated from 6 individual samples. Where normalized MFI is shown, data were normalized relative to the average MFI of total CD8^+^ T cells in each experiment. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Statistics determined by one-way ANOVA (**B**, **C**) or unpaired two-sided *t* test (**A**, **D**, **E**, **F**). Source data are provided as a Source Data file.

To further investigate this relationship, we determined the expression of A_2A_R on PD-1^+^ and CD39^+^ subsets. Somewhat surprisingly and counter to our observations in vitro, A_2A_R was expressed equally between PD-1^+^/ PD-1^−^ and CD39^+^/CD39^−^ subsets, whereas PD-1 and CD39 were largely co-expressed. Thus, A_2A_R was not co-expressed with other known inhibitory checkpoint receptors on CD8^+^ T cells suggesting that A_2A_R blockade may modulate the function of distinct subsets of CD8^+^ T cells (Fig. 3E).

In contrast to CD8^+^ T cells, both CD39 and PD-1 were expressed to a significantly greater extent on CD4^+^A_2A_R^+^ cells relative to their A_2A_R^−^ counterparts (Fig. 3F). This may reflect an increased expression of A_2A_R on Treg cells, which are known to express high levels of CD39 and PD-1 in the tumor microenvironment^35–38^, particularly given CD4^+^GFP^+^CD39^+^ cells were enriched for CD25^+^ cells relative to CD4^+^GFP^+^CD39^−^ counterparts (Fig. 3G). However, this could not be confirmed with Foxp3 counterstaining due to the issues of GFP degradation upon nuclear permeabilization as aforementioned. Taken together, these results suggest that TCR-mediated activation/ differentiation may not be the major factor driving A_2A_R expression within the tumor microenvironment on CD8^+^ T cells.

### The efficacy of immune checkpoint blockade is correlated with the emergence of PD-1^+^A_2A_R^-^ cells following therapy

Given previous studies indicating that A_2A_R blockade enhances the efficacy of conventional immune checkpoint blockade or chemotherapy^5,8,14^ and the clinical interest in targeting this pathway, we next assessed the effect of anti-PD-L1, anti-CTLA-4, the combination of anti-PD-L1 and anti-CTLA-4 or carboplatin on the expression of the A_2A_R within the tumor microenvironment. As expected, immune checkpoint blockade therapy resulted in significantly reduced tumor weights and an increase in tumor-infiltrating CD8^+^ lymphocytes (Supplementary Fig. 3A, B). Immunofluorescent analyses confirmed that combination (anti-PD-L1 and anti-CTLA-4) therapy resulted in increased numbers of CD45^+^ cells infiltrating the tumors, and this was associated with an increased abundance of GFP^+^ cells (Fig. 4A).

**Fig. 4:**
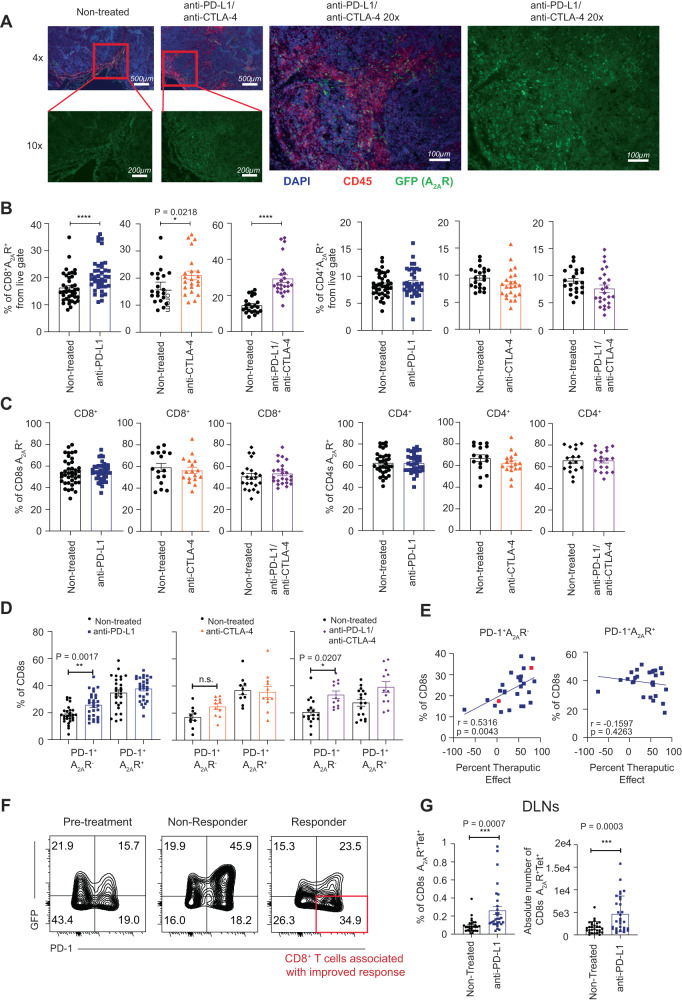
PD-L1 blockade results in the emergence of a PD-1^+^A_2A_R^−^ subset of CD8^+^ T cells that correlates with therapeutic outcomes. **A**–**G**. A_2A_R eGFP reporter mice were injected with 5 × 10^5^ AT-3 ova tumors subcutaneously and where indicated treated at days 14 and 18 post tumor inoculation with anti-PD-L1 (200 µg/ mouse) and anti-CTLA-4 (150 µg/ mouse). **A** Tumors were excised 21 days post-tumor inoculation and fixed with 4% paraformaldehyde followed by 30% sucrose overnight. Immunofluorescence staining was performed on tumor slides. Staining for CD45 (red), DAPI (blue) and A_2A_R (green) is shown. Slides imaged using ×4 and ×10 objective lens. Representative image from one mouse is shown. **B** Percentage of live, CD45.2^+^ cells that were A_2A_R^+^ CD8^+^ T cells (left) and A_2A_R^+^ CD4^+^ T cells (right). Data represent the mean ± SEM of individual mice pooled from 3–7 experiments (control and anti-PD-L1 *n* = 39, 7 experiments, anti-CTLA-4 *n* = 23, 4 experiments, anti-PD-L1 and anti-CTLA-4 *n* = 18, 3 experiments). **C** Percentage of CD8^+^ T cells (left) or CD4^+^ T cells (right) that are A_2A_R^+^ following treatment. Data represent the mean ± SEM of individual mice pooled from 4 to 7 experiments (CD8^+^: control *n* = 39, 7 experiments, anti-PD-L1 *n* = 40, 7 experiments, anti-CTLA-4 *n* = 17, 3 experiments anti-PD-L1 and anti-CTLA4 *n* = 24, 4 experiments, CD4^+^: control *n* = 34, and anti-PD-L1 *n* = 34, anti-CTLA-4 *n* = 17, anti-PD-L1 and anti-CTLA4 *n* = 18) **D** Percentage of CD8^+^ T cells exhibiting a PD-1^+^A_2A_R^-^ or PD-1^+^A_2A_R^+^ phenotype at day 7 post treatment. Data represent the mean ± SEM of individual mice pooled from 2 to 6 experiments (control *n* = 33, 6 experiments, anti-PD-L1 *n* = 28, 5 experiments anti-CTLA-4 *n* = 11, 2 experiments, anti-PD-L1 and anti-CTLA4 *n* = 12, 2 experiments). **E** Correlation of the frequency of CD8^+^ T cells exhibiting PD-1^+^A_2A_R^-^ or PD-1^+^A_2A_R^+^ phenotypes with therapeutic efficacy. Therapeutic efficacy calculated as 100-(tumor weight in test sample/ average tumor weight in control group*100). *n* = 27 mice. **F** Representative flow cytometry staining of CD8^+^ T cells derived from non-treated mice (left) and mice treated with anti-PD-L1 that either elicited a therapeutic response (right) or no response (center). Data points represented as non-responders and responders are depicted as red in (**E**)**. G** Proportion of CD8^+^ T cells isolated from tumor-draining lymph nodes exhibiting an A_2A_R^+^tetramer^+^ phenotype (left) or absolute numbers of these cells (right). Data represent the mean ± SEM of 29 (non-treated) or 30 (anti-PD-L1) mice pooled from 5 individual experiments. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, unpaired two-sided *t* test (**B**, **D**, **G**) or Linear regression analysis (**E**). Source data are provided as a Source Data file.

In terms of T lymphocyte phenotype, whilst the overall frequency of CD8^+^A_2A_R^+^ (but not CD4^+^A_2A_R^+^) T cells was increased by therapy due to an increase in the proportion of CD8^+^ T cells as determined by flow cytometry analyses (Fig. 4B), the expression of A_2A_R on a per cell basis was not significantly modulated by these treatment regimens at day 7 post-therapy (Fig. 4C). Moreover, carboplatin treatment also failed to modulate A_2A_R expression on CD8^+^ or CD4^+^ lymphocytes (Supplementary Fig. 3C). To further interrogate the impact of immune checkpoint blockade on A_2A_R expression, and to investigate the possibility that A_2A_R was transiently upregulated following treatment, further experiments were performed to determine the expression of GFP on CD8^+^ tumor-infiltrating lymphocytes (TILs) at days 2 and days 4 post-treatment with either anti-PD-L1 or anti-PD-L1 and anti-CTLA-4. Consistent with our analyses at day 7, no significant modulation of A_2A_R expression was observed (Supplementary Fig. 3D). Although immune checkpoint blockade did not modulate A_2A_R expression on a per cell basis, the expression of PD-1 was increased on CD8^+^ T cells as expected (Supplementary Fig. 3E, F) and further analysis of the activated PD-1^+^ cells that emerged following therapy revealed that anti-PD-L1 or anti-PD-L1 and anti-CTLA-4 treatment induced a significant increase of PD-1^+^A_2A_R^-^ cells (Fig. 4D). Similarly, a significant increase in CD8^+^PD-1^+^A_2A_R^-^ cells (but not PD-1^+^A_2A_R^+^ cells) were observed in MC38 tumors following treatment with anti-PD-L1 (Supplementary Fig. 3G). Interestingly, the emergence of these cells was positively correlated with increased therapeutic efficacy in response to anti-PD-L1 single agent therapy (Fig. 4E, F). Lastly, the expression of A_2A_R in draining lymph nodes was assessed in the context of therapy. In contrast to the lack of modulation of A_2A_R expression within the tumor by anti-PD-L1 therapy, a significant increase in the proportion and absolute number of tetramer^+^A_2A_R^+^ CD8^+^ T cells within the draining lymph nodes was observed, suggesting that these cells may be more susceptible to adenosine mediated immunosuppression post-treatment (Fig. 4G).

Finally, given that we observed the expression of A_2A_R on myeloid subsets including cDC2s within the tumor microenvironment (Fig. 2J–L), we also assessed the impact of immunotherapy on the expression of A_2A_R on myeloid cells. Interestingly, anti-CTLA-4 significantly enhanced the expression of A_2A_R on cDC2 and, to a lesser extent, cDC1s, when combined with anti-PD-L1 (Supplementary Fig. 4A, B). CTLA-4 blockade has previously been shown to induce upregulation of CD80 and CD86^39^ and thus we hypothesized that A_2A_R expression may be indicative of an activated cDC2 population. To investigate this, we generated dendritic cells from bone marrow of A_2A_R eGFP reporter mice. Consistent with our observations in tumors, a subset of cDC2 were identified to express A_2A_R that also exhibited increased expression of CD80 and CD86 (Supplementary Fig. 4C, D). Furthermore, activation of bone marrow derived dendritic cells with poly IC resulted in cDC2 maturation, as evidenced by increased expression of MHCII, CD80 and CD86, which was concomitant with enhanced A_2A_R expression (Supplementary Fig. 4C, D). To determine the consequence of adenosine signaling on bone marrow-derived dendritic cell (BMDC) function, they were cocultured with NECA, a pan adenosine receptor agonist, prior to coculture with naïve T cells in a T cell priming assay. These experiments revealed that adenosine signaling resulted in significantly attenuated ability of BMDCs to induce T cell proliferation (Supplementary Fig. 4E).

### A_2A_R^+^ CD8^+^ TILs exhibit reduced STAT5 transcriptional signatures

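Fig. 5 rests on QuantSeq 3′ RNA-sequencing libraries, in which reads are taken from the 3′ ends of transcripts. CD8+ T cells were sorted by the eGFP reporter from tumors of AT3ova, an ovalbumin-expressing mouse mammary carcinoma line, 21 days after 500000 tumor cells were injected subcutaneously. Anti-PD-L1, which blocks the ligand of PD-1, was given at days 14 and 18. The sample labels give 12 libraries, 3 for each combination of GFP and treatment, and each library was pooled from 3 mice. The libraries carry the codes KT13 to KT24, and the labels give neither a batch nor a pairing of GFP+ with GFP− libraries. The authors aligned the reads to the mm10 mouse genome with HISAT2 and counted them on genes with featureCounts, and the deposited values are these counts without normalization. Between 11292699 and 19023900 reads per library were counted on genes. The median was 15538680 in non-treated GFP+ libraries, 18011431 in non-treated GFP− libraries, 13762191 in anti-PD-L1 GFP+ libraries and 13656136 in anti-PD-L1 GFP− libraries. The legend of Fig. 5 gives n = 2 for GFP+ cells and n = 3 for GFP− cells, so 1 GFP+ library per treatment is not shown. To learn which, the colours of the heatmaps were compared with the values of every choice of libraries. Those of Fig. 5D correlated best, over genes and libraries, with the values without KT13 (r = 0.972), and the next choice, without KT17, gave 0.768. Those of Fig. 5E correlated best without KT13 and KT21 (r = 0.976), and the next choice gave 0.88. KT13 is a non-treated GFP+ library and KT21 an anti-PD-L1 GFP+ library, and the paper's text gives no reason for leaving them out. Across genes, which are not independent replicates, the median Spearman correlation with the other libraries was 0.941 for KT13 and 0.935 for KT21, and between 0.967 and 0.977 for each of the other 10. Values are given first for the paper's 10 libraries and then for all 12, the set chosen before the data were examined. Counts were normalized by edgeR's TMM method, and genes were compared with its quasi-likelihood F test, fitted over the 4 conditions, with Benjamini-Hochberg adjustment and a threshold of 0.05. The filter on low counts kept 14747 genes over the 10 libraries and 14173 over all 12.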

To further investigate the phenotype of A_2A_R^+^ CD8^+^ T cells within tumors, we performed 3’RNA-sequencing on CD8^+^GFP^+^ and CD8^+^GFP^−^ tumor-infiltrating T cells both at baseline and in the context of anti-PD-L1 treatment. 

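Principal components were computed from log2(CPM + 0.5) of the 100 most variable genes, each centred and scaled. Over the paper's 10 libraries, PC1 held 32.8% and PC2 19.9% of the variance. On PC2, the GFP+ libraries lay between 2.04 and 5.31 and the GFP− libraries between −10.3 and 0.479. On PC1, the anti-PD-L1 libraries lay between −7.14 and 0.333 and the non-treated libraries between −0.712 and 10.3, so that these ranges overlapped. Within treatments, GFP accounted for 59.6% of the squared distance over both components, more than most exchanges of the GFP labels gave (exact permutation test, one-sided, p = 0.03 from 100 relabellings). Within GFP groups, treatment accounted for 69.7% (exact permutation test, p = 0.0333 from 120 relabellings). With KT13 and KT21 included, PC1 held 79.2% and PC2 6.29% of the variance. KT13, non-treated GFP+, lay at −18 on PC1 and KT21, anti-PD-L1 GFP+, at −19.1, while the other 10 libraries lay between −1.24 and 6.14. GFP then accounted for 12.5% (p = 0.88) and treatment for 4.1% (p = 0.5) of the squared distance, each by an exact permutation test over 400 relabellings, so neither share exceeded what exchanging the labels gave. Of the alternatives that kept all 12 libraries, the use of every tested gene moved both shares most, to 21.2% for GFP (p = 0.38) and 24.5% for treatment (p = 0.43, exact permutation tests).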

As expected GFP^-^ and GFP^+^ cells clustered differently as did anti-PD-L1 and non-treated samples (Fig. 5A). 

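In the paper's 10 libraries, Adora2a, which encodes A2AR, had 22.2 ± 2.32 normalized CPM (SD, n = 3) in non-treated GFP− cells. Non-treated GFP+ cells had 61.4 ± 1.96 (SD, n = 2). The log2 fold change was 1.47 (SE 0.168, adjusted p = 1.51e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over all 12 libraries, non-treated GFP+ cells had 63.5 ± 3.59 (SD, n = 3), with 67.3 in KT13, and the log2 fold change was 1.51 (SE 0.195, adjusted p = 0.027 from the same edgeR test). After anti-PD-L1, Adora2a had 30.6 ± 4.37 CPM (SD, n = 3) in GFP− cells and 77.6 ± 16.1 (SD, n = 2) in GFP+ cells of the 10 libraries. With KT21, at 111 CPM, the GFP+ mean was 88.9 ± 22.5 (SD, n = 3). The log2 fold change after anti-PD-L1 was 1.34 over the 10 libraries and 1.53 over all 12 (edgeR, adjusted p = 1.75e-04 and 0.0226). In both sets, every GFP+ library lay above every GFP− library of the same treatment (exact permutation test, two-sided, p = 0.1, the smallest p these group sizes allow). When each of the 12 libraries was left out in turn, the non-treated log2 fold change stayed between 1.43 and 1.57, and its adjusted p exceeded 0.05 in 8 of the 12 fits. In non-treated cells of the 10 libraries, 17 genes were higher and 33 lower in GFP+ than in GFP− cells at an adjusted p under 0.05, and 1362 genes had an unadjusted p under 0.05. Over all 12 libraries, only Adora2a passed, with 857 genes at an unadjusted p under 0.05, and each of the 50 genes of the smaller set kept its direction. The 10 libraries are part of the 12, so the kept directions are no independent support. After anti-PD-L1, 14 genes were higher and 11 lower over the 10 libraries, and 4 were higher and 0 lower over all 12, where 578 had an unadjusted p under 0.05. Those 578 are 4.08% of the tested genes, no more than chance alone would give. DESeq2 on the paper's 10 libraries, chosen after the data were seen, moved the non-treated count most, to 131 genes. Higher in non-treated GFP+ cells, after Adora2a, were Klra6 (log2 fold change 1.84), Klra7 (1.23), Itga4 (1.07) and Ikzf2 (0.88) over the 10 libraries, with edgeR's adjusted p between 4.93e-04 and 0.00472. These were, over all 12 libraries, 1.59, 1.2, 0.93 and 0.99, with adjusted p between 0.141 and 0.308 from the same edgeR test. After anti-PD-L1, Klra6 was 2.05 over the 10 libraries and 1.90 over all 12 (edgeR, adjusted p = 1.7e-04 and 0.0632). Klra7 (1.55 and 1.45), Tyrobp (1.37 and 1.33) and Klhdc2 (1.00 and 1.15) passed edgeR's test in the same comparison over the 10 and over all 12 libraries, whose adjusted p over all 12 was 0.0298, 0.0298 and 0.0329. Across the 12 fits that each left out 1 library, Klra7, Tyrobp and Klhdc2 lost their adjusted p under 0.05 in 8, 9 and 9. Adora2a after anti-PD-L1 lost it in 6 of the 12. Klra6 and Klra7 belong to the Ly49 family, between whose paralogs shared reads were not told apart.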

Analysis of differentially expressed genes between GFP^+^ and GFP^-^ cells confirmed that A_2A_R was more highly expressed in CD8^+^GFP^+^ cells (Fig. 5B). Pathway analysis of differentially expressed genes revealed significant negative enrichments for “Interferon alpha response”, “Interferon gamma response” and for the expression of STAT5 target genes based on a signature developed by Grange et al.^40^ within A_2A_R^+^ cells (Fig. 5C, D, Supplementary Fig. 5). This gene signature included notable effector genes such as *Ifng, Tnf, Prf1* and *Gzmb*. 

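The STAT5 signature was taken as the 48 genes named in the heatmap of Fig. 5D, all of which were tested. That heatmap was drawn from these same libraries, and the paper's text does not state how its genes were chosen. If they were chosen by their values, the tests of the signature below are not independent of that choice. Genes were ranked by log2 fold change and the normalized enrichment score (NES) was computed with fgsea. In non-treated cells of the paper's 10 libraries, the NES in GFP+ against GFP− cells was −1.43 (gene permutation, p = 0.0544), the median log2 fold change was −0.31 and 37 of the 48 genes were lower. The NES over all 12 libraries was −1.65 (gene permutation, p = 0.00933), the median log2 fold change −0.24 and 34 genes were lower. Tests that allow for the correlation between genes gave p = 0.0158 and 0.013 (camera) and p = 0.0152 and 0.00588 (fry) over the 10 and all 12 libraries. Ranking by the signed square root of F moved the NES most, to −2.57 over the 10 libraries and −2.44 over all 12. Without a filter beyond 1 count, the NES over all 12 was −1.33 (gene permutation, p = 0.0537), so fgsea's p crossed 0.05 with the libraries and the filter. With adjustment over all genes, Ifitm2 (log2 fold change −1.21), Gzma (−1.75), Gzmc (−0.98), Ifitm1 (−1.21) and Id2 (−0.83) were lower and Klrb1c (1.14) was higher over the 10 libraries, with edgeR's adjusted p between 7.39e-04 and 0.044. None of the 48 passed over all 12 libraries. With adjustment over the signature alone, 19 genes were lower and 2 higher over the 10 libraries, and 12 lower and 1 higher over all 12. In 22 of the 48 genes, both GFP+ libraries of the 10 lay below every GFP− library, and in 18 genes all 3 GFP+ libraries of the 12 did, where chance gives such separation, in either direction, in 20% and 10% of genes. The interferon responses were measured with lists of 65 type I interferon-induced and 65 interferon gamma-induced genes, written before the data were examined, and the Hallmark sets of Fig. 5C were not used here. The type I list had an NES of −1.23 (gene permutation, p = 0.163), with 56 of 64 tested genes lower, over the 10 libraries and −1.61 (p = 0.00729), with 52 lower, over all 12. Its camera p was 0.02 and 0.0131. The interferon gamma list had an NES of −0.717 (gene permutation, p = 0.918), with 41 of 63 tested genes lower, and −1.15 (p = 0.222), with 42 lower. Its camera p was 0.0407 and 0.0776, and its fry p 0.0153 and 0.0472. Of its members, Gbp6 (log2 fold change −0.59) and Fgl2 (−0.69) passed edgeR's test over the 10 libraries (adjusted p = 0.0345 and 0.0473) and, at −0.46 and −0.96, did not over all 12 (0.649 and 0.562). The Reactome interferon signaling set, with 148 of its 161 identifiers matched, had an NES of −0.985 (gene permutation, p = 0.48) over all 12 libraries.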

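Each of these genes had a lower mean in non-treated GFP+ than in GFP− cells. Over the paper's 10 libraries, Ifng had 299 ± 12.2 CPM (SD, n = 2) in GFP+ and 425 ± 64.8 (SD, n = 3) in GFP− cells, a log2 fold change of −0.51 (SE 0.122, adjusted p = 0.0794 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tnf had 35.1 ± 6.23 and 58.3 ± 3.29 CPM, a log2 fold change of −0.73 (SE 0.18, adjusted p = 0.0964, edgeR). Prf1 had 123 ± 14.1 and 164 ± 14.1 CPM, a log2 fold change of −0.42 (SE 0.146, adjusted p = 0.337, edgeR). Gzmb had 210 ± 26.8 and 295 ± 42.2 CPM, a log2 fold change of −0.49 (SE 0.135, adjusted p = 0.149, edgeR). In all 4 genes the GFP+ libraries of this set lay below every GFP− library. With KT13 included, the GFP+ means (SD, n = 3) became 336 ± 64.2 CPM for Ifng, 44 ± 15.8 for Tnf, 124 ± 10.2 for Prf1 and 192 ± 36.8 for Gzmb. KT13 itself had 410, 61.5, 127 and 156 CPM of these genes. The log2 fold changes over all 12 libraries were −0.34, −0.41, −0.40 and −0.62, with adjusted p between 0.833 and 0.867 from edgeR's test. Prf1 and Gzmb still lay below every GFP− library, whereas Ifng and Tnf overlapped. With DESeq2 on the 10 libraries, chosen after the data were seen, Ifng (adjusted p = 0.00559), Tnf (0.0229) and Gzmb (0.0322) passed the threshold and Prf1 did not. Under no other alternative did any of the 4 pass in this comparison.

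**Figure D1:**
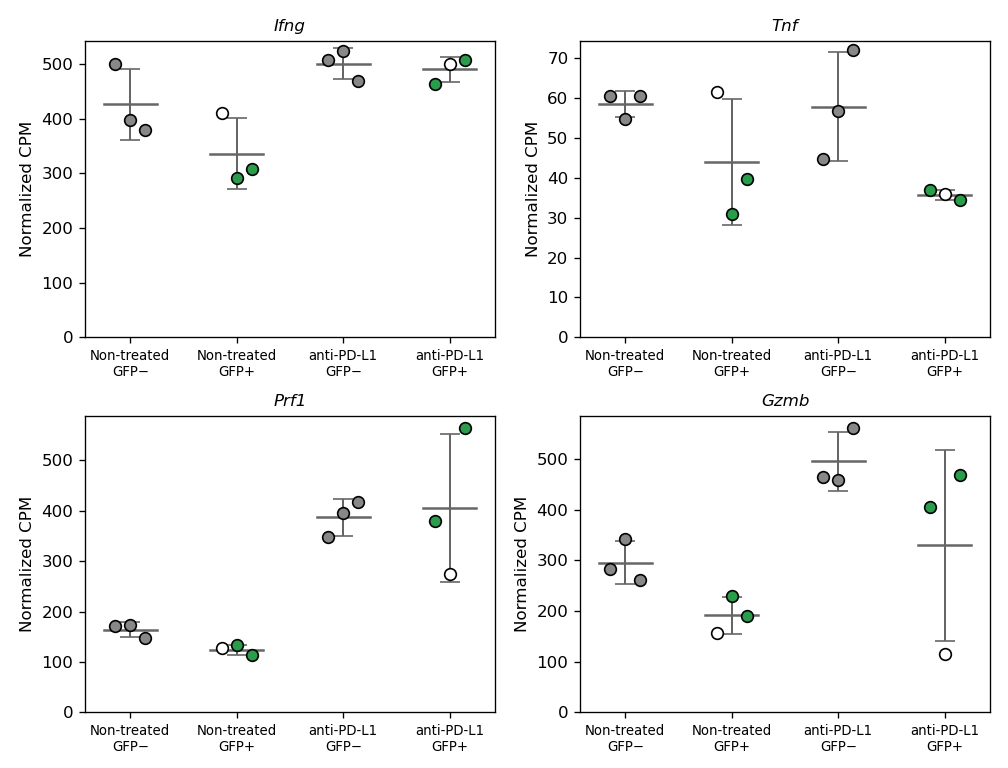
Normalized CPM of Ifng, Tnf, Prf1 and Gzmb in each of the 12 libraries by treatment and GFP, with GFP− in grey, GFP+ in green, open circles for KT13 and KT21, and line and bars for the mean ± SD over all libraries of a condition. Among anti-PD-L1 GFP+ libraries, Gzmb lies at 115 in KT21 and at 405 and 468 in the others.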

The association between A_2A_R^+^ status and reduced STAT5 target genes was of interest because of our previous observations that A_2A_R agonists negatively regulate JAK-STAT signaling^16^ and a previous report from Cekic and colleagues that IL7R signaling protects CD8^+^ T cells from adenosine mediated-suppression^41^. Although Cekic et al. attributed the impact of IL7 signaling on adenosine-mediated suppression to the inactivation of FOXO1, the activation of STAT5 signaling by IL7 represents a possible complementary mechanism of action. Interestingly, treatment with anti-PD-L1 significantly enhanced STAT5 target genes in both A_2A_R^+^ and A_2A_R^-^ cells, such that there was no longer a significant difference in the expression of these genes between the two subsets (Fig. 5E). This infers that one consequence of anti-PD-L1 treatment is to overcome reduced STAT5 signaling in A_2A_R^+^ CD8^+^ T cells.

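In GFP+ cells, the NES of the STAT5 signature after anti-PD-L1 against non-treated was 1.63 over the paper's 10 libraries (gene permutation, p = 0.00727), with 32 of the 48 genes higher. Over all 12 it was 1.82 (gene permutation, p = 8.48e-04), with 30 genes higher. In GFP− cells, the NES was 1.35 (gene permutation, p = 0.0757) over the 10 libraries and 1.40 (p = 0.0526) over all 12, with 30 genes higher in both sets. By gene permutation, it passed 0.05 with at least 10 counts required in every library (1.74 over all 12, p = 0.00184), with only the 2 groups compared in the fit (1.57, p = 0.0164) and with genes ranked by the signed square root of F (1.97, p = 9.32e-05). Without a filter beyond 1 count, the NES in GFP− cells was 1.07 over all 12 (gene permutation, p = 0.299). Camera and fry gave p between 0.011 and 0.0231 for GFP+ cells and between 0.0878 and 0.119 for GFP− cells over both sets. After anti-PD-L1, the NES in GFP+ against GFP− cells was −0.952 (gene permutation, p = 0.529) over the 10 libraries, with 32 genes lower, and −1.33 (p = 0.0882) over all 12, with 31 lower. This difference over all 12 libraries passed 0.05 by gene permutation with at least 10 counts in every library (−1.76, p = 0.00424), with only the 2 groups compared (−1.5, p = 0.0249) and with the ranking by F (−1.90, p = 1.99e-04). Single genes of the signature rose with treatment. Prf1 rose to 471 ± 131 CPM (SD, n = 2) in GFP+ and 386 ± 35.7 (SD, n = 3) in GFP− cells of the 10 libraries. Its log2 fold change was 1.94 in GFP+ cells (adjusted p = 4.78e-07) and 1.24 in GFP− cells (adjusted p = 3.48e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These were 1.71 (adjusted p = 0.0121) and 1.23 (0.0709, edgeR) over all 12 libraries, with 275 CPM in KT21. Gzmb rose by 1.06 and 0.75 on the log2 scale over the 10 libraries (edgeR, adjusted p = 6.83e-04 and 0.00114), and by 0.78 and 0.74 over all 12 (0.726 and 1). Ifng rose by 0.70 in GFP+ cells of the 10 libraries (edgeR, adjusted p = 0.00883) and by 0.54 over all 12 (0.426), and KT21 had 500 CPM. In GFP− cells, Ifng rose by 0.24 and 0.23 (edgeR, adjusted p = 0.658 and 1). Tnf changed by 0.02 in GFP+ cells of the 10 libraries and by −0.30 over all 12 (edgeR, adjusted p = 0.994 and 0.908), and KT21 had 35.9 CPM. In GFP+ against GFP− cells after anti-PD-L1, none of Prf1, Gzmb, Ifng and Tnf passed edgeR's test in either set, with adjusted p between 0.207 and 1. Other genes of the signature did pass there over the 10 libraries, where Ifitm2 (−1.42), Gzma (−2.03) and Ifitm1 (−1.20) were lower and Klrb1c (1.28) was higher, with edgeR's adjusted p between 1.66e-04 and 0.00969, and none of the 48 passed over all 12. With adjustment over the signature alone, 8 genes were lower and 2 higher over the 10 libraries, and 5 lower and 2 higher over all 12.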

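Whether the GFP difference itself changed with treatment was measured with a score, the mean over the 48 STAT5 signature genes of centred and scaled log2(CPM + 0.5). Over the paper's 10 libraries, the score was −0.63 ± 0.172 (SD, n = 2) in non-treated GFP+ and 0.11 ± 0.199 (SD, n = 3) in non-treated GFP− cells. The difference of −0.74 had the smallest p that 2 libraries against 3 allow (exact permutation test, two-sided, p = 0.1). After anti-PD-L1, the score was −0.0145 ± 0.408 (SD, n = 2) in GFP+ and 0.319 ± 0.18 (SD, n = 3) in GFP− cells, a difference of −0.334 (exact permutation test, p = 0.3). With treatment, the score rose by 0.615 in GFP+ cells (exact permutation test, p = 0.333, the smallest p possible) and by 0.208 in GFP− cells (p = 0.3). The GFP difference thus lay closer to 0 after anti-PD-L1, by 0.406. Exchanging the GFP labels within each treatment, the test set in advance, gave p = 0.42 (exact permutation, 100 relabellings), but it carries the GFP difference itself into the change and so gives large p. Permuting instead the residuals of a model with GFP and treatment and no interaction, chosen after the data were seen, gave p = 0.21 (permutation, smallest possible 0.01). The score over all 12 libraries was −0.439 ± 0.163 in non-treated GFP+, 0.135 ± 0.179 in non-treated GFP−, −0.015 ± 0.265 in anti-PD-L1 GFP+ and 0.319 ± 0.153 in anti-PD-L1 GFP− cells (SD, n = 3 each). KT13 had a score of −0.308 and KT21 of −0.12. The GFP difference was −0.573 before treatment (exact permutation test, p = 0.1) and −0.334 after it (p = 0.2). The score rose by 0.423 in GFP+ cells (exact permutation test, p = 0.1) and by 0.185 in GFP− cells (p = 0.3). The GFP difference lay closer to 0 by 0.239 after treatment, with p = 0.52 from exchanging labels (exact permutation) and p = 0.3 from permuting residuals (400 permutations, smallest possible 0.005). Gene by gene, the interaction of GFP and treatment passed edgeR's adjusted threshold for 0 genes, with 632 genes at an unadjusted p under 0.05 over the 10 libraries and 295 over all 12. These are 4.29% and 2.08% of the tested genes, no more than chance alone would give. From the higher expression of STAT5 target genes after anti-PD-L1 in both subsets, and from the loss of a significant difference between them, the paper infers that treatment overcomes reduced STAT5 signaling in A2AR+ cells.

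**Figure D2:**
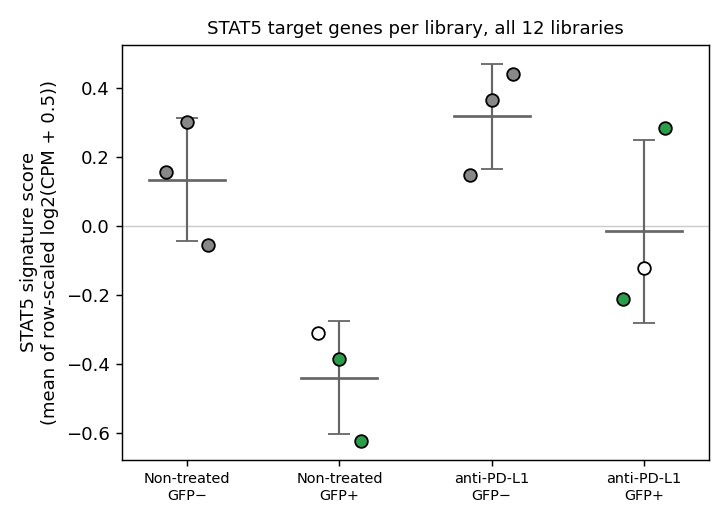
STAT5 signature score of each of the 12 libraries by treatment and GFP, with GFP− in grey, GFP+ in green, open circles for KT13 and KT21, and line and bars for the mean ± SD over the 3 libraries of a condition. The non-treated GFP+ libraries lie between −0.622 and −0.308, below the non-treated GFP− libraries, and the anti-PD-L1 GFP+ libraries lie between −0.211 and 0.286.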

**Fig. 5:**
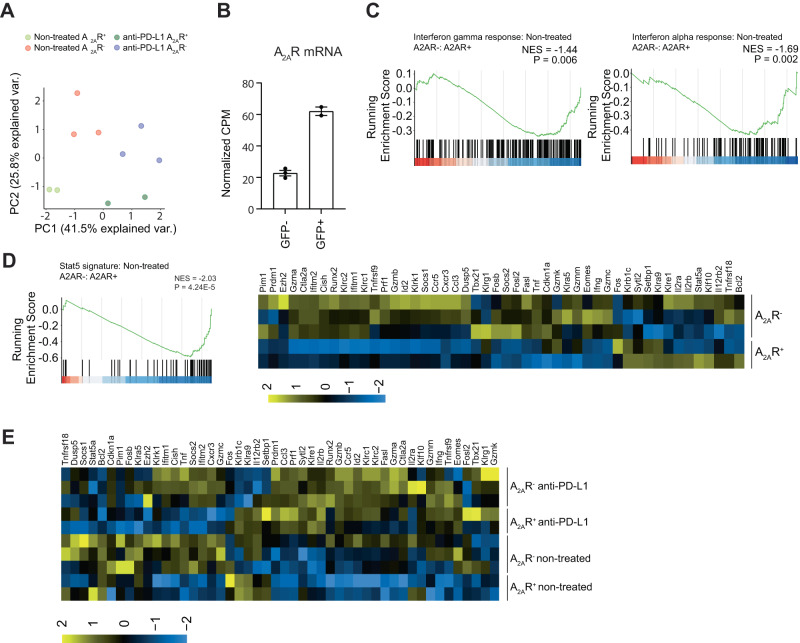
A_2A_R positive CD8^+^ T cells exhibit decreased expression of STAT5 target genes prior to treatment with anti-PD-L1. A_2A_R eGFP reporter mice were injected with 5 × 10^5^ AT-3 ova tumors subcutaneously and were indicated treated at days 14 and 18 post-tumor inoculation with anti-PD-L1. At day 21 post tumor inoculation CD8^+^ tumor-infiltrating lymphocytes were analyzed by 3’RNA-sequencing. Biological samples were pooled from *n* = 3 mice per replicate. Data represented as mean ± SD. **A** Principle component analysis based on the top 100 most variable genes. **B** Normalized CPMs for *Adora2a* expression from CD8^+^GFP^−^ (*n* = 3) and CD8^+^GFP^+^ (*n* = 2) cells. **C**–**E** Gene set enrichment analysis or heatmap of gene expression for indicated pathways comparing CD8^+^A_2A_R^+^ and CD8^+^A_2A_R^-^ cells. Raw P values are shown. Source data are provided as a Source Data file.

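Markers of the sorted cells were counted in the same libraries. Cd4 had at most 15 reads in a library. Cd8a had 827 ± 42.9 CPM (SD, n = 2) in non-treated GFP+ and 1140 ± 51.9 (SD, n = 3) in non-treated GFP− cells of the paper's 10 libraries, a log2 fold change of −0.47 (SE 0.0991, adjusted p = 0.038 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change over all 12 libraries was also −0.47 (SE 0.12, adjusted p = 0.46, edgeR), and KT13 had 831 CPM. Cd8b1 had a log2 fold change of −0.69 over the 10 libraries and −0.64 over all 12 (edgeR, adjusted p = 0.0159 and 0.405). After anti-PD-L1, Cd8a had 1210 ± 94.8 CPM (SD, n = 2) in GFP+ and 1320 ± 45.2 (SD, n = 3) in GFP− cells of the 10 libraries, and these groups overlapped, with 1340 in KT21. In non-treated GFP+ against GFP− cells, the log2 fold changes over the 10 and all 12 libraries were −0.46 and −0.30 for Pdcd1, −0.54 and −0.47 for Entpd1, 0.48 and 0.29 for Slamf6, −0.20 and −0.27 for Cd69 and 0.14 and −0.08 for Tcf7, with edgeR's adjusted p between 0.261 and 0.985.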

### A_2A_R is potently upregulated by IL-18 and limits the anti-tumor efficacy of IL-18

We next investigated the capacity of cytokines to upregulate A_2A_R expression. Beginning with a broad screen of 23 cytokines on the expression of A_2A_R on CD8^+^ T lymphocytes derived from splenocytes, we identified that amongst the most potent inducers of A_2A_R expression were members of the IL-1 family of cytokines including IL-1β, IL-18 and IL-36 (Fig. 6A). We proceeded to investigate the impact of the top hits from this in vitro screen on the expression of A_2A_R in tumor-infiltrating lymphocytes ex vivo. These results revealed that IL-12 and IL-18 increased the expression of A_2A_R on multiple immune lineages including CD8^+^ T cells and NK cells (Fig. 6B, Supplementary Fig. 6A). Given these data and the clinical interest in IL-18 based therapies^42,43^, we further investigated the relationship between IL-18 and A_2A_R. In repeat experiments we confirmed that IL-18 was a potent inducer of A_2A_R expression in both murine T cells (Fig. 6C) and human NK cells (Fig. 6D). To investigate this further we engineered AT3ova and MC38 tumor cells to express IL-18. Despite successful transduction of both cell lines, only MC38 secreted detectable levels of IL-18 (Supplementary Fig. 6B). We therefore evaluated the growth of MC38-IL-18 or MC38 mCherry control tumors and observed a significant reduction in growth of IL-18 expressing tumors (Supplementary Fig. 6C). To investigate the relationship between IL-18 and A_2A_R expression in this context we inoculated A_2A_R eGFP reporter mice with either IL-18 expressing or control MC38 tumors and assessed the phenotype of tumor-infiltrating lymphocytes. This analysis revealed that CD8^+^ T cells, CD4^+^ T cells and NK cells derived from IL-18 expressing tumors exhibited significantly increased levels of A_2A_R expression, whereas we observed no significant increase in PD-1 expression on CD8^+^ T cells (Fig. 6E, F). To evaluate whether A_2A_R expression limited the efficacy of IL-18 therapy we inoculated control or IL-18 expressing MC38 cells into A_2A_R deficient or wild-type mice. Strikingly, A_2A_R deficient mice elicited more pronounced anti-tumor responses with significantly reduced tumor growth and increased survival relative to WT counterparts (Fig. 6G, H**;** Supplementary Fig. 6D). Depletion experiments revealed that the anti-tumor efficacy of IL-18 was dependent on both CD8^+^ T cells and NK cells (Fig. 6I). Lastly, to evaluate the interplay between IL-18 and A_2A_R expression in a more clinically relevant system we determined the impact of recombinant IL-18 treatment on the expression of A_2A_R within the context of established MC38 tumors. These experiments revealed that A_2A_R expression was significantly increased on CD8^+^ T cells and NK cells following treatment with IL-18 (Fig. 6J). These data highlight the potential of combining IL-18 therapy with A_2A_R blocking therapies such as small molecule antagonists and more broadly highlight the utility of this model for establishing rationale combination therapies with therapeutics designed to target the adenosine pathway.

**Fig. 6:**
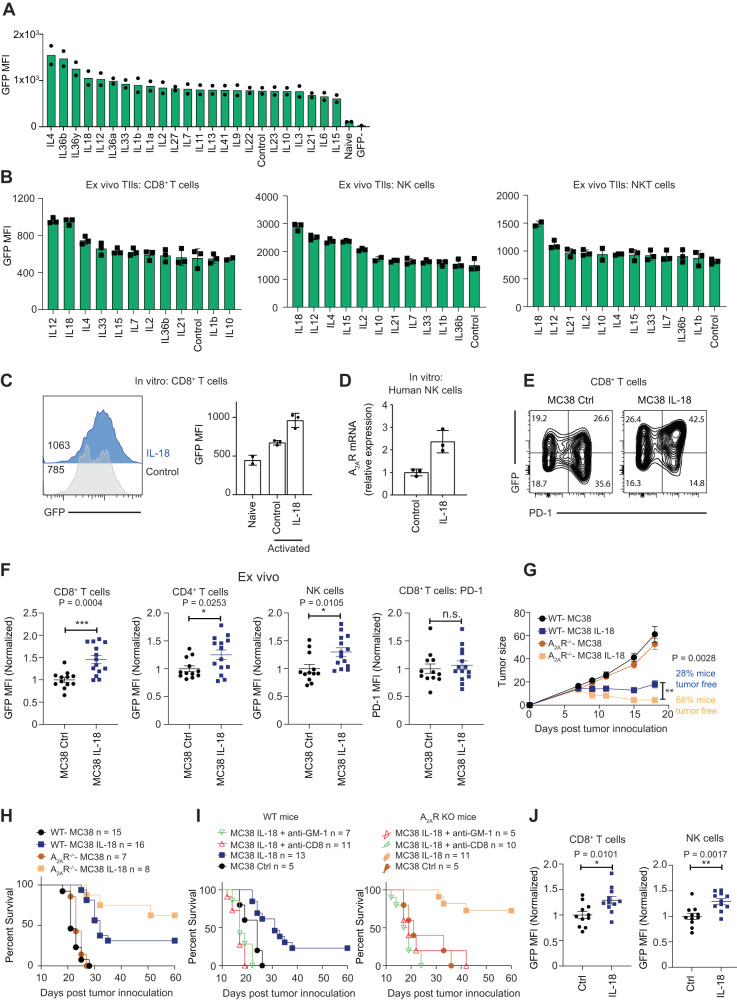
IL-18 treatment leads to the upregulation of A_2A_R which consequently limits anti-tumor immunity. **A** CD8^+^ T cells were isolated from C57BL/6 A_2A_R eGFP or C57BL/6 WT mice and stimulated with plate-bound anti-CD3 and soluble anti-CD28 (2 μg/ ml) mAbs plus indicated cytokines (100 IU/ ml IL-2, or 50 ng/ ml other cytokines) for 72hrs. Data represent the mean from 2 individual technical replicates. **B** AT3 ova tumor-infiltrating lymphocytes were isolated and cultured overnight with indicated cytokines (50 ng/ ml). Data represent the mean ± SD of 3 technical replicates from a representative experiment of *n* = 3. **C** A_2A_R GFP splenocytes were treated for 3 days with anti-CD3/ anti-CD28 and, where indicated, IL-18 (10 ng/ ml). Histogram overlay of concatenated samples (left) or mean ± SD of 2 (Naïve) or 3 (activated) replicate samples from a representative experiment of *n* = 3 (right). **D** Human NK cells were stimulated with 20 IU/ml IL-2 (control) or IL-2 and IL-18 (50 ng/ ml) for 16 h. Expression of A_2A_R mRNA relative to GAPDH housekeeping gene. Data represent the relative expression (±SD) of triplicate samples. **E**–**J** C57BL/6 A_2A_R eGFP mice (**E**, **F**), C57BL/6 WT mice or A_2A_R^-/-^ mice (**G**, **H**) were injected with 1 × 10^6^ MC38 mCherry or MC38 mCherry-IL-18 expressing tumor cells. **E**, **F** Expression of PD-1 and A_2A_R (GFP) by indicated subsets. Flow cytometry plots of concatenated samples from a representative experiment. **F** Data represented as the mean ± SEM of 12 (MC38 Ctrl) or 14 (MC38 IL-18) mice per group pooled from 2 experiments. Data were normalized relative to the average MFI of the relevant cell population in control tumors within each experiment. **G** Tumor growth represented as the mean ± SEM pooled from 2 representative experiments (*n* = 15 WT MC38, 17 WT MC38-IL-18, l0 A_2A_R KO MC38, 9 A_2A_R KO MC38-IL-18) **H** Survival of mice with 100mm^2^ tumor size used to designate survival. (*n* = 15 WT control, 16 WT IL-18, 7 A_2A_R KO control, 8 A_2A_R KO IL-18). **I** C57BL/6 WT mice or A_2A_R^−/−^ mice were injected with 1.5 × 10^6^ tumor cells and where indicated treated with anti-CD8 or anti-GM-1, *n* = 5–13 per group. **J** At day 12 post-tumor inoculation 1 µg IL-18 was administered intra-tumorally at 17 and 2 h prior to analysis of GFP expression. Data are represented as the mean ± SEM of 11 mice per group. *p < 0.05, **p < 0.01, ***p < 0.001 unpaired two-sided *t* test (**F**, **J**), Two-way ANOVA (**G**) or log-rank (**H**) statistical test. Source data are provided as a Source Data file.

## Discussion

Adenosine-mediated immunosuppression is a significant barrier to the formation of effective anti-tumor immune responses. Antibodies targeting the ectoenzymes responsible for the generation of adenosine, CD73 and CD39, and small molecule antagonists of the adenosine receptors A_2A_R and A_2B_R, have been developed for clinical application^1,44,45^. A_2A_R can suppress several immune cell types; however, the pattern of expression of A_2A_R within the context of an anti-tumor immune response has remained largely unknown due to a lack of robust flow cytometry antibodies. We therefore sought to develop a transgenic model to investigate the pattern of expression of A_2A_R in the context of anti-tumor immunity and following therapeutic intervention with either immunotherapy, chemotherapy, or cytokines.

We initially confirmed the veracity of the A_2A_R transgenic model through analysis of A_2A_R mRNA expression in GFP^+^ and GFP^−^ cells. Moreover, in line with our expectations, analysis of splenocytes from these mice revealed that GFP (A_2A_R) was abundantly expressed in cell types known to express high levels of A_2A_R such as NK cells^24^ and NKT cells^26^ but was not expressed in B cells. Furthermore, GFP was strongly upregulated following T cell activation through the TCR or a CAR, in line with previous observations with A_2A_R mRNA. We therefore proceeded to investigate the expression of A_2A_R in the context of tumor-bearing mice. Consistent with our observations using splenocytes, A_2A_R was highly expressed on all innate-like subsets evaluated including NK cells, NKT cells and γδ T cells. Tumor-infiltrating CD8^+^ and CD4^+^ T cells also expressed high levels of A_2A_R and notably this expression was significantly higher than observed with CD8^+^ or CD4^+^ T cells isolated from spleen or draining lymph nodes. We originally hypothesized that this may relate to the activation status of the T cells given that TCR activation is known to drive expression of A_2A_R and indeed this is what we observed using the A_2A_R eGFP reporter mice in vitro. Whilst antigen (ova)-specific CD8^+^ T cells expressed significantly higher levels of A_2A_R than non-ova-specific CD8^+^ T cells in draining lymph nodes, this difference was more modest within tumors. Moreover, within tumors A_2A_R expression was similar between PD-1^+^ and PD-1^−^ subsets and CD39^+^ and CD39^-^ subsets, suggesting that within tumors the activation status of the CD8^+^ T cells is not a major predictor of A_2A_R expression. Therefore, whilst TCR activation appears to be a major driver of A_2A_R expression in CD8^+^ T cells within draining lymph nodes other factors appear to govern the expression of A_2A_R within tumors. Characterization of CD8^+^ T cells by differentiation status revealed that A_2A_R expression was modestly but significantly higher within the CD69^+^SLAMF6^+^ precursor exhausted subset. This is intriguing given previous studies have indicated that A_2A_R signaling is required for the maintenance of naïve cells, partly due to its ability to upregulate IL-7R expression^16,29,46,47^. Whether A_2A_R signaling is required for the maintenance and/or expansion of CD69^+^SLAMF6^+^ precursor exhausted CD8^+^ T cells within tumors remains to be determined but is one potential mechanism by which A_2A_R signaling may actually promote a favorable differentiation status for responses to immune checkpoint blockade in some contexts. It will be interesting in follow-up studies to investigate factors that may influence A_2A_R expression such as hypoxia and other local immunosuppressive metabolites found at high concentrations within tumors^48^. For example, systemic oxygenation has been shown to decrease expression of CD73, A_2A_R and A_2B_R and improve anti-tumor immunity although the cell types that reduced A_2A_R expression under these conditions could not be determined in these studies as the determination was based upon mRNA analysis of bulk tumor tissue^6,49^. Amongst CD4^+^ T cells, A_2A_R expression was highly abundant on CD39^+^PD-1^+^ cells, potentially indicative of Treg cells that are known to express these immune checkpoints at high levels within tumors. However, this could not be definitively confirmed due to an inability to counterstain with a Foxp3-directed antibody due to loss of GFP signal upon nuclear permeabilization. Future studies may confirm this by FACS sorting GFP^+^ and GFP^-^ cells and then performing analysis of transcription factor expression in each population.

One interesting observation from these analyses is that a subset of cDC2 cells was identified that expressed A_2A_R. These cells exhibited higher expression of MHCII, CD80 and CD86 relative to GFP^-^ counterparts, indicating that they may represent an activated subset of cDC2. Indeed, consistent with this, we observed that activation of cDC2s in vitro with poly IC led to a significant increase in A_2A_R expression and in vivo, treatment with immune checkpoint blockade, particularly anti-CTLA-4, led to a significant increase in A_2A_R expression on cDC2s. Expression of A_2A_R and A_2B_R on dendritic cells has been reported previously^50^ and blockade of A_2B_R or CD73^9,51^ or myeloid-specific deletion of A_2A_R or A_2B_R has been shown to enhance anti-tumor immunity^27,52^ in part through modulation of DC function^53^. More recently, it was shown that a component of the mechanism of action for the small molecule A_2A_R antagonist AZD4635 was enhancement of cDC1 function^54^. To our knowledge the expression of A_2A_R on cDC2 cells has not been previously reported. Interestingly we observed that A_2A_R expression was largely restricted to a subset of cDC2 with increased expression of MHCII, CD80 and CD86 that was increased upon treatment with anti-CTLA-4. A_2A_R may therefore represent a negative feedback loop that limits the costimulatory capacity of activated cDC2s. cDC2s have been shown to be critical in priming intratumoral CD4^+^ T cell responses and so it is interesting to postulate that A_2A_R expression on these cells may consequently limit the formation of these protective responses^39^. In this study by Binnewies *et al*. it was shown that Tregs limit the activation and differentiation of cDC2s, which may be linked to the activation and increased expression of A_2A_R observed in our study following anti-CTLA-4 blockade given we used the 9H10 clone that is known to induce Treg depletion. Therefore, in future studies, it would be of interest to isolate A_2A_R^+^ and A_2A_R^-^ cDC2s and compare their functional capacity to prime CD8^+^ and CD4^+^ T cell responses ex vivo.

Although we observed increases in A_2A_R expression in cDC2s and, to a lesser extent, cDC1s following immune checkpoint blockade, it was somewhat surprising that we did not observe increases in A_2A_R expression within tumor-infiltrating T cells following PD-L1 blockade or treatment with anti-CTLA-4 and anti-PD-L1. Previously, an assessment of A_2A_R mRNA following PD-1 blockade revealed an approximately 2-3 fold increase in A_2A_R expression within tumor-infiltrating CD8^+^ T cells^8^. However, we did not observe this in our current study using the A_2A_R eGFP reporter mice. The reasons for these differences are not clear but may be related to differences in kinetics in the two studies, the use of anti-PD-L1 as opposed to anti-PD-1 or a true difference between mRNA and protein. Nevertheless, we did observe an increase in A_2A_R expression within CD8^+^ T cells isolated from the draining lymph nodes of mice undergoing immune checkpoint blockade, highlighting the potential for A_2A_R blockade to enhance T cell priming in tertiary lymphoid structures beyond the tumor microenvironment in the context of immunotherapy. Moreover, it is likely that both immune checkpoint blockade and chemotherapy result in increased levels of extracellular adenosine due to the destruction of tumor cells, which in itself may make targeting the adenosine pathway therapeutically more relevant in this context. Interestingly, in the context of immune checkpoint blockade we observed that therapeutic efficacy of anti-PD-L1 was associated with the emergence of a PD-1^+^ A_2A_R^-^ subset that may represent a biomarker for response.

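Il7r, which encodes the receptor of the STAT5-activating cytokine IL-7, had 48.8 ± 1.95 CPM (SD, n = 2) in non-treated GFP+ and 72.9 ± 2.57 (SD, n = 3) in non-treated GFP− cells of the paper's 10 libraries. The log2 fold change was −0.58 (SE 0.132, adjusted p = 0.0567 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and remained −0.58 over all 12 (SE 0.133, adjusted p = 0.316, edgeR), with 48.9 CPM in KT13. After anti-PD-L1 it was −0.69 over the 10 libraries and −0.63 over all 12 (edgeR, adjusted p = 0.0178 and 0.209), with 69.8 CPM in KT21. Under both treatments and in both sets, every GFP+ library lay below every GFP− library. DESeq2 called the non-treated difference over all 12 libraries (adjusted p = 0.0252). So did 2 alternatives chosen after the data were seen, DESeq2 on the 10 libraries (adjusted p = 0.00149) and edgeR on the 10 libraries with at least 10 counts in each (0.04).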

Assessment of the transcriptional profile of A_2A_R^+^ and A_2A_R^−^ CD8^+^ T cells revealed that A_2A_R^+^ cells elicited a reduced expression of a defined set of STAT5 target genes^40^. This is consistent with previous observations we have made with CD8^+^ T cells treated in vitro with the adenosine mimetic NECA^16^. This may be linked to the observation that IL-2 and IL-7, cytokines that signal through STAT5, can overcome adenosine-mediated suppression^41,55^. 

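After anti-PD-L1, 37 genes were higher and 46 lower in GFP+ cells of the paper's 10 libraries at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 10 were higher and 45 lower in GFP− cells. Over all 12 libraries, Prf1 and Ccl3 passed in GFP+ cells and no gene passed in GFP− cells, where 487 had an unadjusted p under 0.05. That is 3.44% of the tested genes, no more than chance alone would give. Each of the 83 genes called in GFP+ cells and of the 55 called in GFP− cells over the 10 libraries kept its direction over all 12. This is no independent support, because the 10 libraries are part of the 12. In GFP− cells, the same libraries are compared in both sets. Ccl3 had a log2 fold change of 1.47 in GFP+ cells of the 10 libraries (adjusted p = 6.96e-05, edgeR) and 1.43 over all 12 (0.0121). In GFP− cells, its log2 fold change was 0.79 in both sets (adjusted p = 0.00297 and 0.249, edgeR). Havcr2 rose by 1.19 and 1.06 on the log2 scale in GFP+ cells (edgeR, adjusted p = 0.00239 and 0.0946) and by 0.74 in GFP− cells of both sets (0.0295 and 0.589). Rgs8 rose by 2.03 and 1.61 in GFP+ cells (edgeR, adjusted p = 0.00186 and 0.0984) and by 0.83 in GFP− cells of both sets (0.3 and 1). Ccl5 rose by 1.03 and 1.00 in GFP+ cells (edgeR, adjusted p = 0.00279 and 0.0946) and by 0.99 in GFP− cells of both sets (3.1e-04 and 0.135). Among other members of the gene lists called in GFP+ cells of the 10 libraries, Pdcd1 (0.92, and 0.69 over all 12), Entpd1 (0.93 and 0.93), Id2 (0.94 and 0.65), Prdm1 (1.16 and 1.17) and Cd8a (0.55 and 0.60) rose and Mki67 (−0.66 and −0.19) and C1qa (−1.14 and −1.03) fell, with edgeR's adjusted p between 0.00883 and 0.0441 over the 10 libraries and between 0.0946 and 0.988 over all 12. In GFP− cells, Gzma (1.42 in both sets) rose and Cxcl10 (−0.58 in both), Lyz2 (−1.68 and −1.69) and C1qa (−0.97 in both) fell, with edgeR's adjusted p between 0.00553 and 0.0443 over the 10 libraries and between 0.483 and 1 over all 12. Lyz2 and C1qa are genes of myeloid cells, so their fall need not be a change of the CD8+ T cells. A list of myeloid genes had an NES of −1.47 in GFP+ and −1.72 in GFP− cells over the 10 libraries (gene permutation, p = 0.0636 and 0.00332) and of −1.5 and −1.75 over all 12 (p = 0.0457 and 0.00205), and a list of tumor cell and stroma genes −1.72 and −1.43 (gene permutation, p = 0.00116 and 0.088) and −1.74 and −1.69 (p = 0.00211 and 0.0038). The camera p of these 8 comparisons lay between 0.0115 and 0.0901. The genes with the smallest adjusted p among those lower after treatment were small nuclear RNA genes, among them Rnu2-10, at −1.08 in GFP+ and −1.01 in GFP− cells of the 10 libraries (edgeR, adjusted p = 6.83e-04 and 7.34e-05) and −0.92 and −1.02 over all 12 (0.0946 and 0.0709). Reads shared between copies of the same small nuclear RNA were not told apart.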

Interestingly, we observed that PD-L1 blockade resulted in increased expression of STAT5 target genes within both A_2A_R^+^ and A_2A_R^−^ subsets, suggesting that this may help CD8^+^ T cells to overcome adenosine-mediated suppression through upregulation of this pathway.

Lastly, to utilize this model to identify rational combination therapies we interrogated the impact of various cytokines on A_2A_R expression as there is remarkably little known about the control of A_2A_R expression in this regard. Our analysis identified the IL1 family of cytokines, and particularly IL-18, as a potent inducer of A_2A_R expression on CD8^+^ T cells, NK cells, γδT cells and NKT cells. Given that IL-18 is known to induce anti-tumor immunity, but based upon these data may also concomitantly increase A_2A_R expression, we hypothesized that suppression mediated by A_2A_R signaling may limit the overall therapeutic effect of IL-18. We therefore evaluated the potential of combining IL-18 therapy with A_2A_R blockade through engineering tumor cells to secrete IL-18. These experiments confirmed that IL-18 was a strong inducer of A_2A_R expression in vivo, and anti-tumor effects were even greater in A_2A_R knockout mice, highlighting the potential for combination therapy targeting the A_2A_R in conjunction with IL-18 therapy. There has been significant work in developing a form of IL-18 suitable for clinical application, including the development of a form of IL-18 that does not bind to IL-18DR and therefore elicits greater anti-tumor potency than wild-type IL-18^42^. It would therefore be of significant interest to interrogate a possible combination strategy utilizing these such reagents and A_2A_R antagonists that are currently under clinical evaluation.

## Methods

This research and all study protocols have been approved and comply with the Peter MacCallum Animal Experimental Ethics Committee (AEEC) ethical regulations regarding the use of animals. Studies utilizing human PBMCs from healthy donors was approved by the Peter MacCallum Cancer Centre Human Research Ethics committee. Informed consent was obtained from the Australian Red Cross.

### Animal models and tumor models

A_2A_R eGFP reporter mice (Tg(Adora2a-EGFP)EP141Gsat) were obtained from The Jackson Laboratory repository and backcrossed onto a C57BL/6 background. The transgene for these mice is the cDNA of EGFP, followed by a polyadenylation signal, inserted into the mouse genomic bacterial artificial chromosome (BAC) RP24-238K3. This insertion is at the start codon of the Adora2a gene so that expression of the reporter mRNA is controlled by the regulatory sequences of *Adora2a*. 

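Adora2a lies on the forward strand of chromosome 10 of GRCm38 (mm10) from 75316877 to 75334784 in the GENCODE vM21 annotation, a span of 17908 bases that no other annotated gene overlaps. The annotation gives 4 transcripts. In Adora2a-201, exon 1 lies from 75316877 to 75317147 and holds no coding sequence. The start codon lies in exon 2, from 75326029 to 75326031, and exon 2 ends at 75326351. Exon 3, from 75333027 to 75334784, holds the remaining 907 coding bases, the stop codon from 75333934 to 75333936, and the 3′ untranslated end from which 3′ RNA-sequencing reads of the gene come. Transcripts of the reporter carry their own polyadenylation signal after eGFP, and reads of eGFP were not analysed here.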

C57BL/6 wildtype mice were purchased from Australian Bioresources (Moss Vale, New South Wales) or bred in house at the Peter MacCallum Cancer Centre. C57BL/6 A_2A_R eGFP reporter mice or A_2A_R^-/-^ mice were bred in house at the Peter MacCallum Cancer Centre. Mice used in experiments were between 6 to 16 weeks of age and experiments were approved by the Animal Experimentation Ethics Committee #E672. AT3 tumor cells were obtained from Dr. Trina Stewart and engineered to express chicken ovalbumin as described previously^8^. MC38 tumor cells were obtained from Dr. Nicole Haynes. All studies using the breast cancer cell lines AT3ova or E0771 were performed in female mice. Experiments with MC38 tumors were performed in male mice unless specified in the source data file. AT3-Her2, E0771-Her2 and MC38-Her2 were generated as previously described^16^. Tumor lines were verified to be *Mycoplasma* negative by PCR analysis and were actively passaged for less than 6 months. Tumor cells were grown in DMEM supplemented with 10% FCS, Glutamax, and penicillin/streptomycin. For in vivo experiments, the indicated number of cells were resuspended in PBS and injected subcutaneously (100 μL). Tumors were measured using callipers and calculated as mm2 (width*length). Tumor size did not exceed the maximal size approved by the AEEC ethics committee of 150 mm^2^. To engineer AT3ova and MC38 cells to express IL-18, IL-18 cDNA (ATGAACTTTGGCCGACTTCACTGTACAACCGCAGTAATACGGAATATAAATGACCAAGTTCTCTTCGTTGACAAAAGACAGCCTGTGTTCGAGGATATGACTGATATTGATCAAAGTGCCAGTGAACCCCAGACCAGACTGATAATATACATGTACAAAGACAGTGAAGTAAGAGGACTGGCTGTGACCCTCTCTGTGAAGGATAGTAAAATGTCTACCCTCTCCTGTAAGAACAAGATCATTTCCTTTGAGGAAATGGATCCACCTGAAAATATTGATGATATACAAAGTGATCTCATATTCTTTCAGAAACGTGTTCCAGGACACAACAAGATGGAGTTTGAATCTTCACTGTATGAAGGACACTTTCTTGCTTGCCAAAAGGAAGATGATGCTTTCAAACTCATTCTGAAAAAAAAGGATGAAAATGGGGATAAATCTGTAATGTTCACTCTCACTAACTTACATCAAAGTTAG) was cloned into the MSCV Cherry vector and retrovirus generated from HEK293gp cells prior to transduction of target cells. mCherry^+^ cells were FACS sorted prior to functional experiments.

### Antibodies, pharmacological agents, and cytokines

Isotype control (2A3, catalogue number BE0089), anti-PD-L1 (clone 10 F.9G2, catalogue number BE0101) and anti-CTLA-4 (9H10, catalogue number BE0131) were purchased from BioXcell. Mice were treated every 4 days for up to 2 doses. Where indicated mice were treated at days 14, 16, 18 and 20 post-tumor inoculation with 25 µg FTY720 (Sigma). Anti-asialo GM-1 (catalogue number 986-10001, FUJIFILM Wako Pure Chemical Corporation) and anti-CD8α (clone YTS 169.4, catalogue number BE0117, BioXcell) were used for in vivo NK cell and CD8^+^ T cell depletion, respectively. Anti-CD3 (clone 145-2C11) and anti-CD28 (clone 37.51) used to stimulate murine T cells were obtained from BD Pharmingen. Cytokines used for the stimulation of murine or Human immune cells were purchased from Biolegend.

### Immunofluorescence analysis

A_2A_R eGFP mice were subcutaneously engrafted with 5×10^5^ AT3-ova tumor cells. Mice were treated with anti-PD-L1 (clone B7-H1) and anti-CTLA-4 (clone 9H10) on days 14 and 18 post-tumor inoculation. Tumors and spleens harvested on Day 20 were fixed with 4% paraformaldehyde (PFA) for 3 hours at 4°C, followed by an overnight incubation in a 30% sucrose PBS solution. Tissues were then embedded in O.C.T compound (Scigen) in cryomolds, stored at -80°C, and serially sectioned at 12μm per tissue slide.

Slides were dried at room temperature and fixed for 5 min in ice-cold acetone. Tissues were blocked with 0.2% bovine serum albumin (BSA) for 5 min and incubated overnight at 4°C with fluorophore-conjugated antibodies prepared at 1:200 dilution in BSA: αCD45.2 AF647 Biolegend, clone: 104, CAT:109818) and αGFP AF488 (Invitrogen, REF: A21311)]. The following day, slides were washed twice in PBS for 5 minutes each at room temperature and were coverslipped with ProLong Gold Antifade mounting medium.

Images were acquired with an Olympus DP80 camera on an Olympus BX53 microscope using the cellSens Dimension program. Images were analyzed with ImageJ.

### Flow cytometry analysis of immune cells ex vivo

The tumors and draining lymph nodes of mice were isolated at the indicated timepoint post-tumor inoculation. Tumors were digested with collagenase type IV (Sigma-Aldrich) and 0.02 mg/ml DNAase (Sigma-Aldrich) for 30 minutes at 37 °C. Cells were then passed through a 70 µm filter twice. Cells were then incubated in Fc Block (supernatant from 2.4G2 hybridoma) and then stained with indicated flow cytometry antibodies and Fixable Yellow (Thermo Fischer Scientific) as a viability dye. αGal Cer loaded tetramer used for the identification of NKT cells was obtained from Dr. Hui-Fern Koay and Prof. Dale Godfrey. Flow cytometry antibodies used in the study are listed in Supplementary Table 1.

### Human NK cell purification from PBMCs

Peripheral blood mononuclear cells (PBMCs) were obtained by performing a Ficoll separation on human donor blood (Source: Australian Red Cross LifeBlood). Red blood cells were lysed with ACK lysis buffer (8.29 g NH2Cl, 1 g KHC3, 0.04 g Na2 EDTA in 1 L sterile MqH_2_0 filtered through a 22 μM Stericup vacuum filter (Merck)). NK cells were subsequently washed with PBS and purified using an NK isolation kit (Human NK Cell Isolation Kit, LS Columns, Miltenyi Biotec) as per the manufacturer’s instructions. Purified NK cells were washed with PBS and resuspended in culture media (RPMI media + 10% FBS, Sodium pyruvate, NEAA, Glutamax, HEPES, Penicillin/Streptomycin) prior to assay setup.

### Cytokine stimulation assay

Cytokine stimulation assays were performed in 96 well plates. 1 × 10^5^ NKs were plated in RPMI media (as above). Human IL-18 (50 ng/ml) (R&D systems) and 20 IU/ml IL-2 (NIH) were added to NK cells and plates incubated at 37 °C. NK cells were then spun down at 1400 rpm for 4 min and cell pellets frozen in RLT buffer (Qiagen RNEasy kit) + 10 µl/ml 2-Mercaptoethanol (BME) and stored at −80°C.

### Quantitative real-time PCR analysis

RNA was isolated using an RNeasy Mini kit (Qiagen) following which cDNA was generated using m-MLV reverse transcriptase (Promega). qRT-PCR was then performed using murine or Human A_2A_R mRNA probes (Taqman; Hs00169123_m1) as per the manufacturer’s instructions with GAPDH (Taqman; Hs02786624_g1) used as a housekeeping gene. For murine cells, L32 was used as a housekeeping gene as per previous work^8^.

### Generation of anti-Her2 CAR T cells

Murine splenocytes were activated with anti-CD3/ anti-CD28 before transduction with supernatants derived from a GP + E86 anti-Her2 CAR packaging line as previously described^16^. Briefly, supernatants were added to retronectin (10 µg/ml Takara Bio) coated 6 well plates and spun at 1200 g for 30 minutes. Subsequently 1 ml T cells were added to each well to give a final volume of 10e6 T cells per well. The cells were then spun at the same speed for 90 minutes. This process was repeated 24 h later and after transduction, CAR T cells were maintained in IL-2 and IL-7 prior to coculture with tumor cells at day 6–7 post-activation.

### Gene expression analysis

Using the Quant-seq 3′ mRNA-seq Library Prep Kit from Illumina (Lexogen), RNA-seq libraries were prepared from RNA extracted from sorted cells. 75 bp Single-end RNA-sequencing was then performed using NextSeq (Illumina, Inc., San Diego, CA) and base calling was performed using CASAVA 1.8.2. Random primer bias removal and 3’ poly-A-tail trimming was performed using Cutadapt v2.1 to derived raw sequences. Quality control was assessed using FastQC v0.11.6 and RNA-SeQC v1.1.8^56^. Next, sequence alignment against the mouse reference genome mm10 was performed using HISAT2. FeatureCounts (Rsubread v2.10.5) was used to count raw reads and genes were then annotated from the Ensembl releases^57^. Normalization of gene counts was performed using the using the EdgeR package^58,59^ and the TMM (trimmed means of M-values) method into log2 counts per million (CPM). The quasi-likelihood F test statistical test method based on the generalized linear model (glm) framework was used for differential gene expression (DEGs) comparisons. Adjusted p values were computed using the Benjamini-Hochberg method. Principal component analysis (PCA) was performed generated based on the topmost variable genes. DEGs were classified as significant based on a false discovery rate (FDR) cutoff of less than 0.05. For heatmaps, the pheatmap R package was used to plot row mean centered and scaled normalized log2(CPM + 0.5) values. Genes, columns or rows were sorted by hierarchical clustering using Euclidean distance and average-linkage.

Unbiased gene set enrichment analysis (GSEA) using the fgsea package was performed on fold change ranked DEGs with 1000 permutations (nominal *P*-value cutoff <0.05). Reference gene sets were obtained from the Hallmarks dataset from the MsigDB library or previously published analyses of a STAT5 signature (GEO:GSE41819).

### Statistical analysis

Statistical analyses were performed with one-way ANOVA, two-way ANOVA or unpaired *t* test where appropriate as indicated in the figure legend. *P* < 0.05 was considered significant. For survival curve analysis, mice that developed ulcerated tumors prior to the 100 mm^2^ point were censored from the analysis

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

The RNA-sequencing data used in the study have been deposited in the Gene Expression Omnibus under the accession code GSE230135 available at. The remaining data are available within the Article, Supplementary Information or Source Data file. Source data are provided with this paper.

# Supplementary material for: A2AR eGFP reporter mouse enables elucidation of A2AR expression dynamics during anti-tumor immune responses
**Source:** Nat Commun. 2023 Nov 1;14:6990. doi: 10.1038/s41467-023-42734-0
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Figure 1

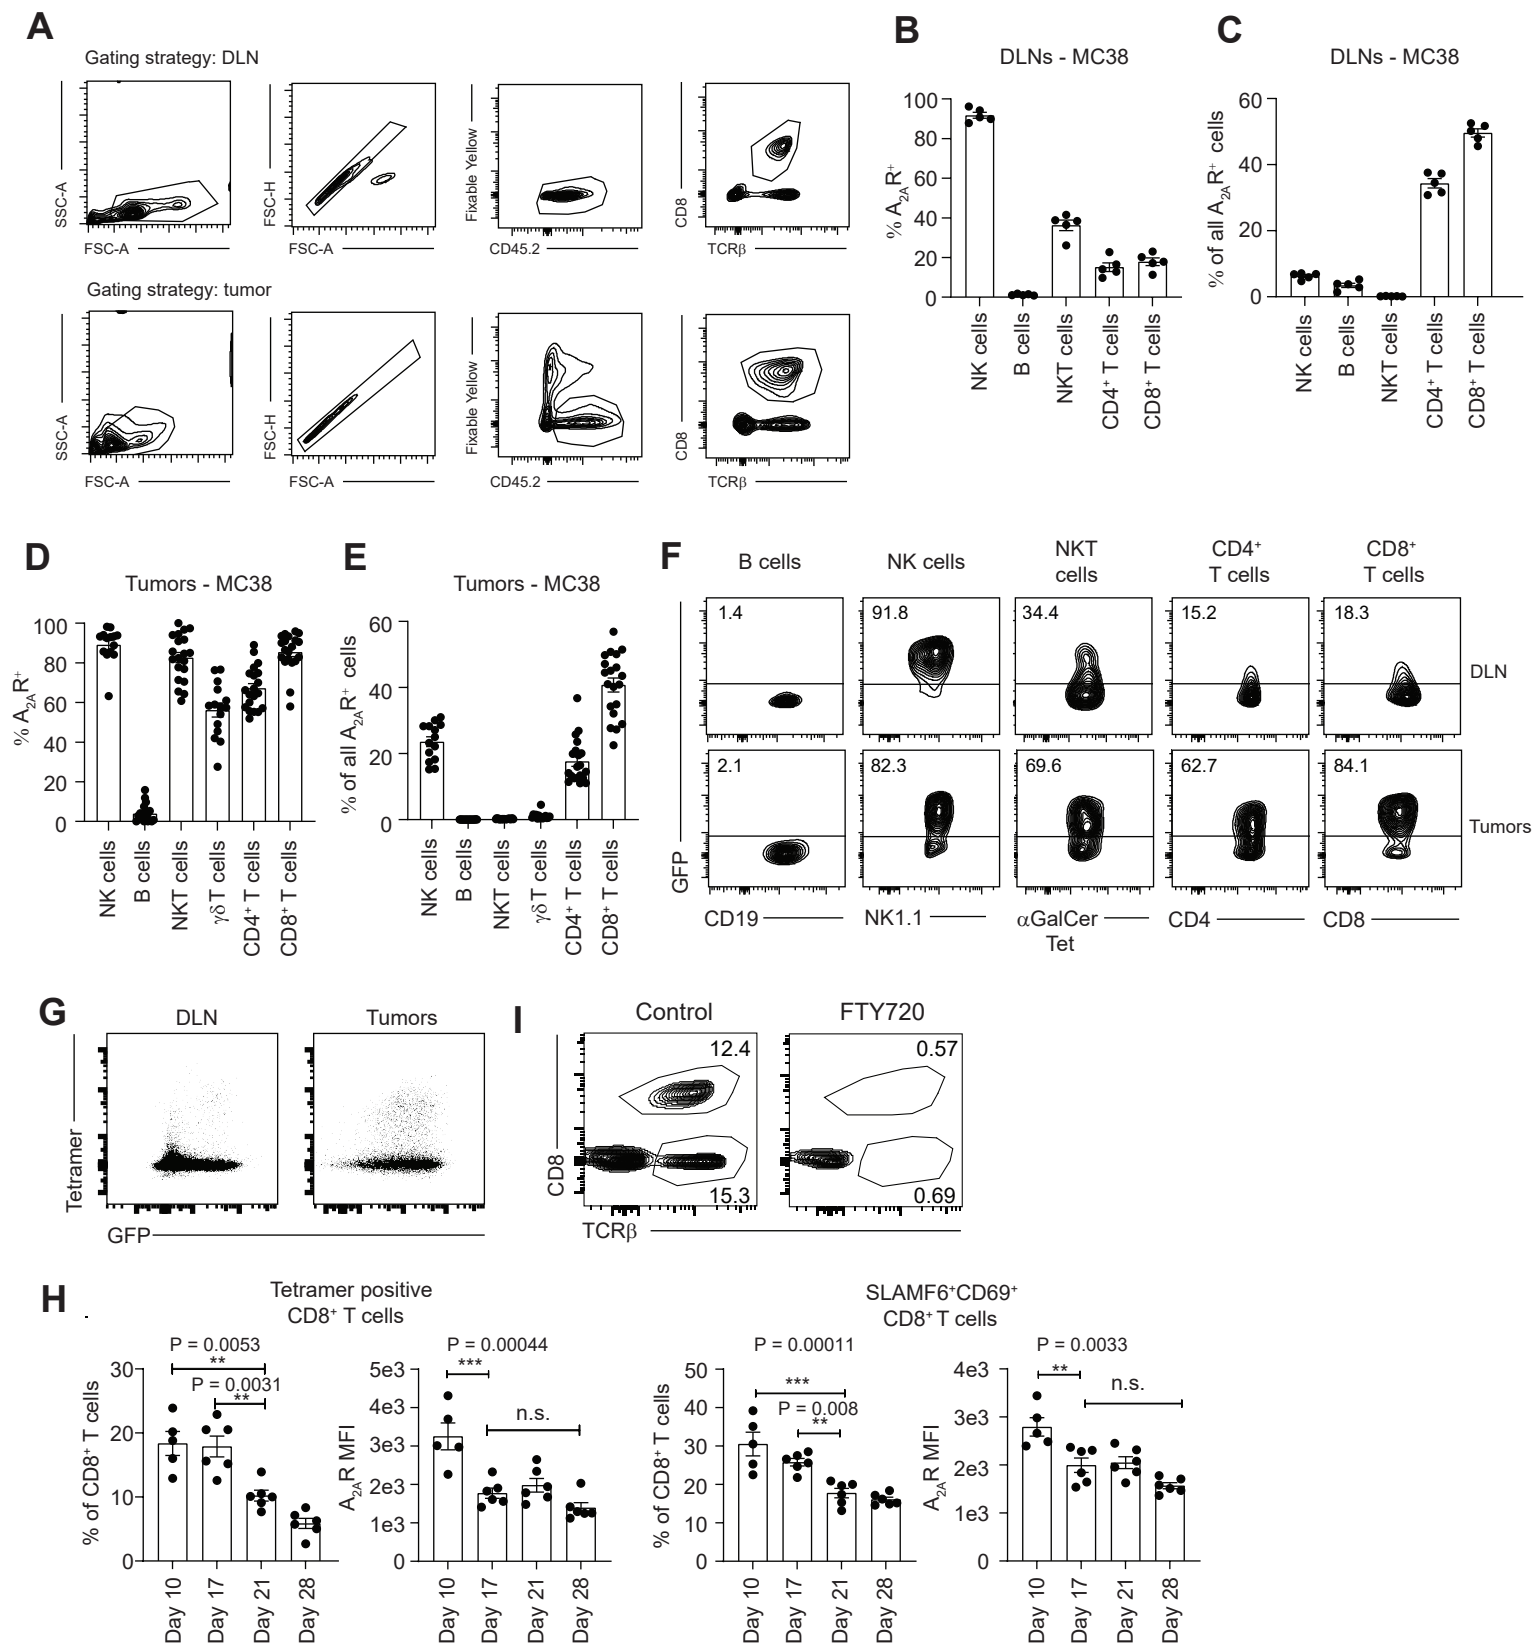

Supplementary Figure 1. Expression of A<sub>2A</sub>R in tumor-infiltrating and draining lymph node resident lymphocytes.

C57BL/6 A<sub>2A</sub>R GFP mice were injected with 5 x 10<sup>5</sup> AT3 ova tumor cells (A, G-I) or 1 x 10<sup>6</sup> MC38 tumor cells (B-F). At day 14 post tumor inoculation expression of GFP (A<sub>2A</sub>R) was determined on tumor-infiltrating or draining lymph node resident lymphocytes. **A**. Gating strategy for CD8<sup>+</sup> T cells in the draining lymph nodes and tumors. **B,D**. Percentage of indicated subsets expressing GFP in the draining lymph nodes (B) or tumors (D). (B-C) (n=5), (D-E) NK cells (n= 14),  $\gamma\delta$  T cells (n= 15), B cells, CD4<sup>+</sup> T cells, and CD8<sup>+</sup> T cells (n= 20). **C**. Proportion of all GFP<sup>+</sup> cells that are of indicated lineage within draining lymph nodes (C) or tumors (E). **B-E**. Data represents the mean  $\pm$  SEM of n = 5- 20 mice per group from up to 3 individual experiments. **F-G**. Representative flow cytometry plots of concatenated samples from a representative experiment showing GFP (A<sub>2A</sub>R) expression in indicated subsets or expression profile vs SIINFEKL tetramer staining. **H**. Analysis of CD8<sup>+</sup> T cells from timecourse experiment in **Figure 2I**. Day 10 (n = 5), day 17, 21 and 28 (n = 6). \*\*p<0.01, \*\*\*p<0.001, one way ANOVA. **I**. Mice were treated with PBS or FTY720 as per **Figure 3**. Analysis of the proportion of TCR $\beta$ <sup>+</sup>CD8<sup>+</sup> and TCR $\beta$ <sup>+</sup>CD8<sup>-</sup> cells in the blood of treated mice. Data represents a concatenated sample from a representative experiment. Source data are provided as a Source Data file.

Supplementary Figure 2

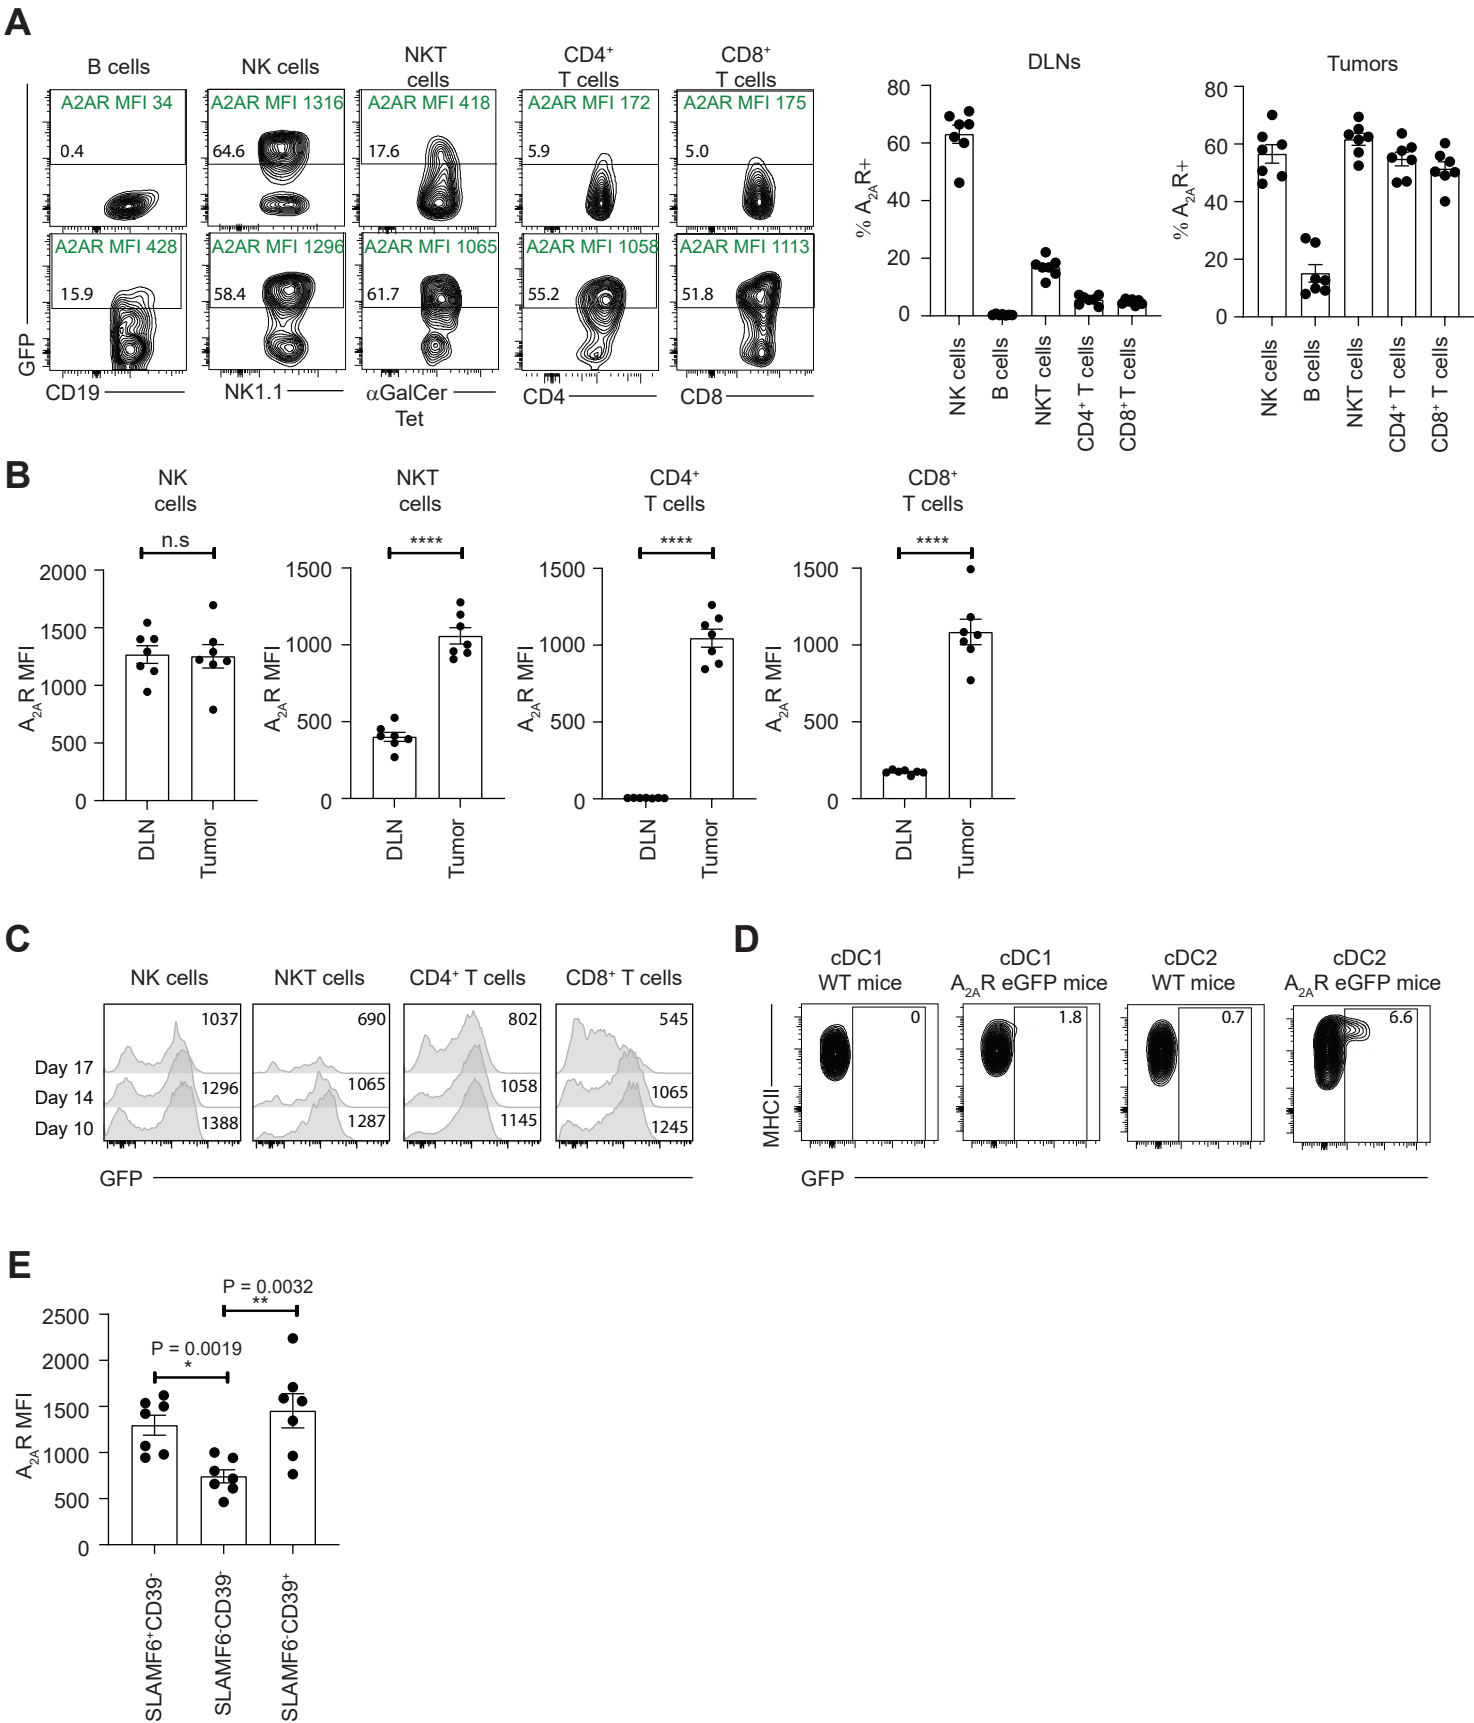

Supplementary Figure 2. Expression of A<sub>2A</sub>R in the E0771 tumor model

C57BL/6 A<sub>2A</sub>R GFP mice or wild-type mice were injected with 5 × 10<sup>5</sup> E0771 tumors sub-cutaneously. **A**. Expression of GFP on indicated subsets at day 14 post tumor injection. Left- representative flow cytometry plots based upon concatenated samples. Right- Mean ± SEM of n = 7 mice per group. **B**. MFI of A<sub>2A</sub>R (GFP) expression in indicated samples. Data represented as the mean ± SEM of n = 7 mice per group. **C**. Expression of A<sub>2A</sub>R (GFP) in indicated subsets over time. Values indicate GFP MFI. **D**. Expression of A<sub>2A</sub>R (GFP) in cDC1 and cDC2 cells isolated from tumors at day 14 post tumor inoculation. **E**. Expression of A<sub>2A</sub>R (GFP) in indicated subsets at day 14 post tumor inoculation. Data represented as the mean ± SEM of n = 7 mice per group. **A**, **C**, **D**. Representative staining from concatenated samples. \*p<0.05 \*\*p<0.01, \*\*\*\*p<0.0001, one way ANOVA (**E**) or paired student's t test (**B**). Source data are provided as a Source Data file.

## Supplementary Figure 3

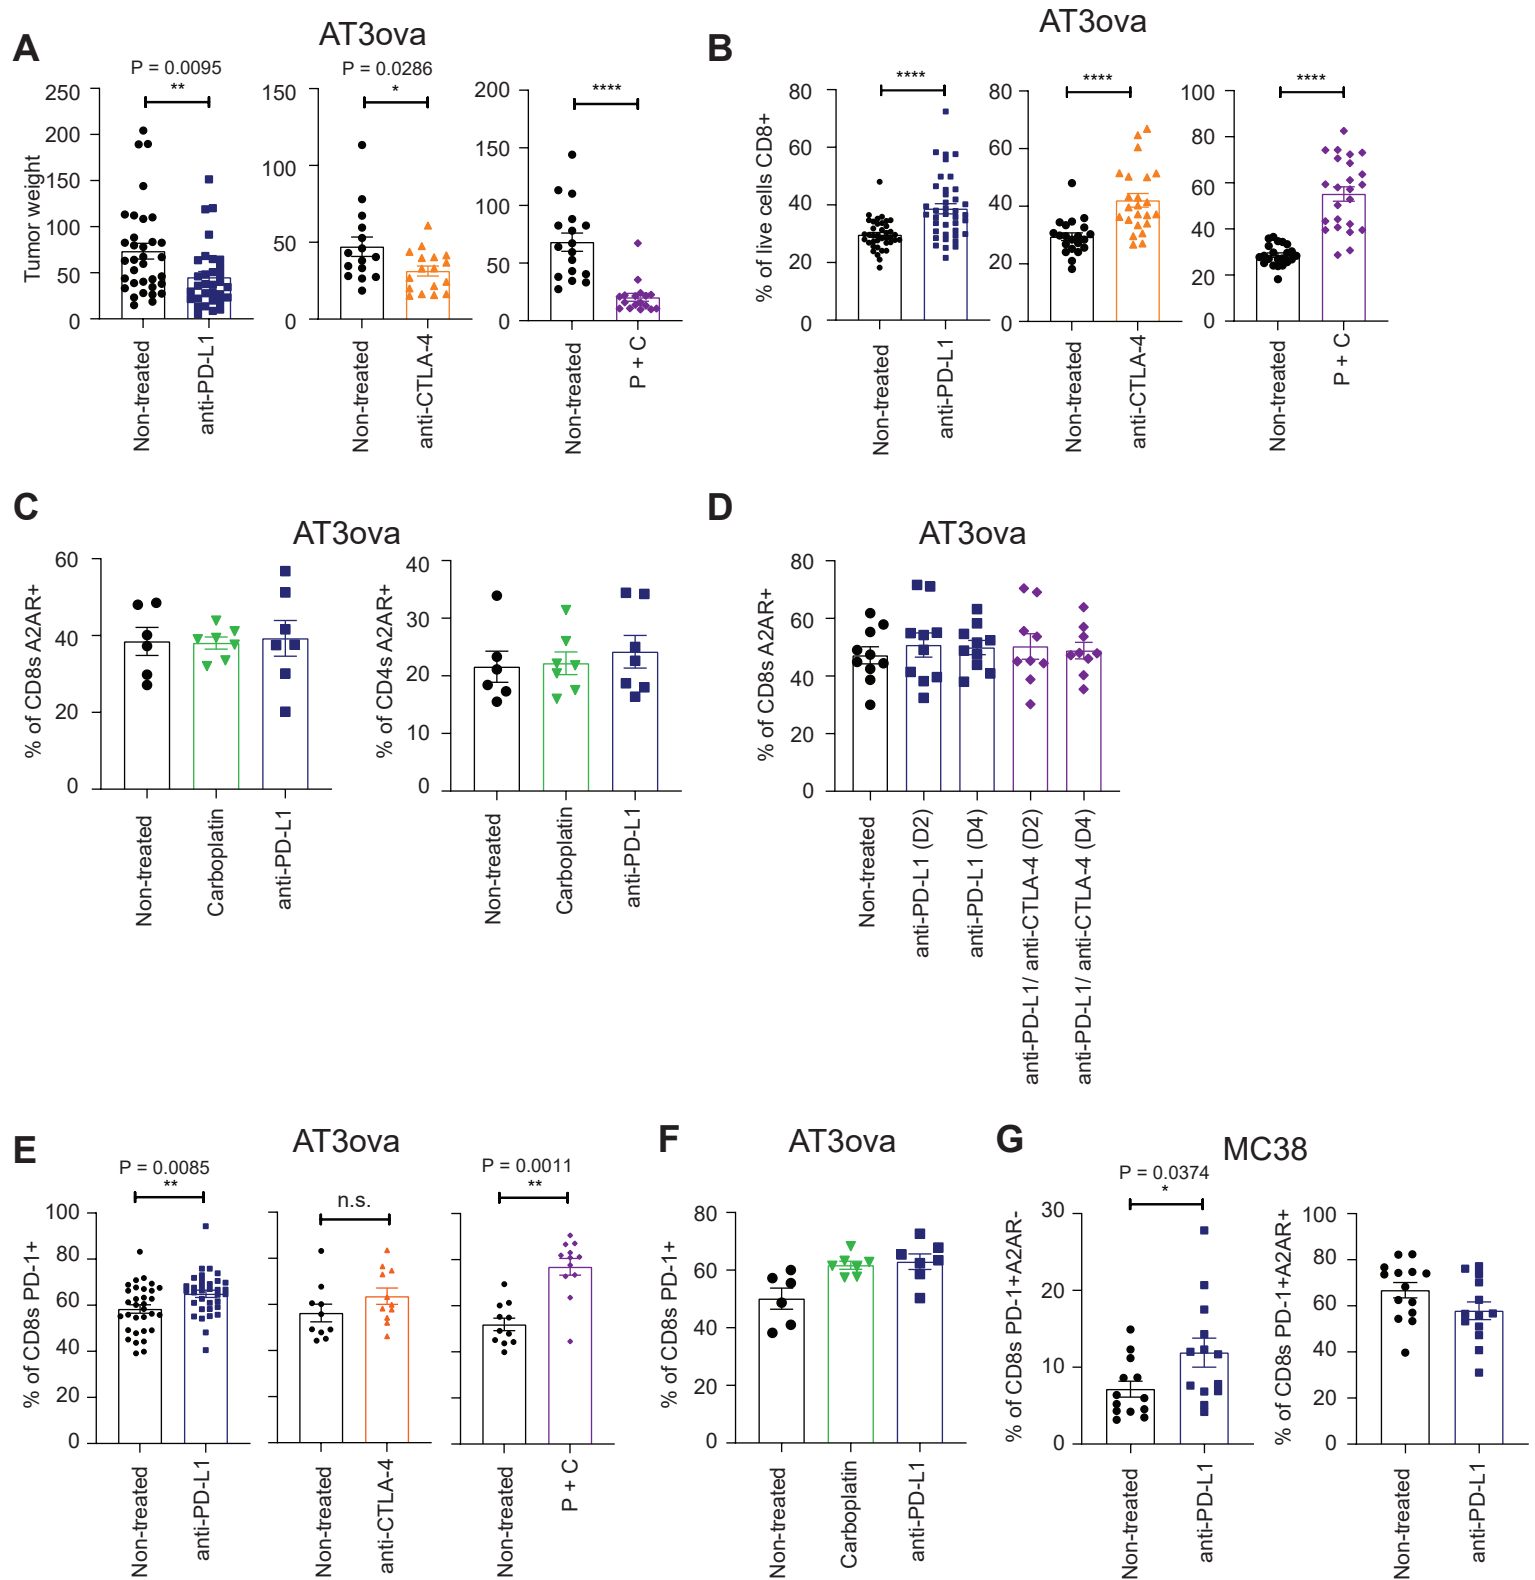

**Supplementary Figure 3. Response of AT3 ova and MC38 tumors to immune checkpoint blockade.**

C57BL/6  $A_{2A}$  GFP mice were injected with  $5 \times 10^5$  AT3 ova tumor cells (A-F) or  $1 \times 10^6$  MC38 tumor cells (G). Where indicated mice were treated with anti-PD-L1, anti-CTLA-4 or both anti-PD-L1 and anti-CTLA-4 (P + C) as per **Figure 4**. Alternatively, where indicated mice were treated with 10 mg/kg Carboplatin at day 14 post tumor inoculation. **A-C, E-G**. Tumor-infiltrating lymphocytes were analyzed at day 7 post treatment. **A-C**. Data represented as the mean  $\pm$  SEM. **A**. Non-treated  $n = 34$ , anti-PD-L1  $n = 32$ , anti-CTLA-4  $n = 17$ , P + C  $n = 17$  pooled from 7 individual experiments. **B**. Non-treated  $n = 39$ , anti-PD-L1  $n = 39$ , anti-CTLA-4  $n = 23$ , P + C  $n = 24$  pooled from 7 individual experiments. **C**. Data represented as the mean  $\pm$  SEM of  $n = 6$  (non-treated) or 7 (carboplatin or anti-PD-L1) mice per group. **D**. Timecourse analysis of GFP expression on tumor-infiltrating CD8<sup>+</sup> T cells at day 2 or day 4 post treatment with anti-PD-L1 or anti-PD-L1 and anti-CTLA-4. Non-treated and anti-PD-L1 (D2) ( $n = 10$ ), anti-PD-L1 (D4), anti-PD-L1/anti-CTLA-4 (D2), and anti-PD-L1/anti-CTLA-4 (D4) ( $n = 9$ ). **E-F**. Proportion of CD8<sup>+</sup> T cells expressing PD-1 following indicated therapies. Data points are shared for the 'control' and anti-PD-L1 groups between panels E-F. Data represented as the mean  $\pm$  SEM. **E**. Non-treated  $n = 32$ , anti-PD-L1  $n = 34$ , anti-CTLA-4  $n = 11$ , P + C  $n = 12$ . **F**.  $n = 6$  (non-treated) or 7 (carboplatin or anti-PD-L1) mice per group. **G**. Proportion of tumor-infiltrating CD8<sup>+</sup> T cells exhibiting a PD-1<sup>+</sup> $A_{2A}$ R<sup>-</sup> or PD-1<sup>+</sup> $A_{2A}$ R<sup>+</sup> phenotype with or without treatment with anti-PD-L1.  $n = 13$  per group. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\*\* $p < 0.0001$ , unpaired t test. Source data are provided as a Source Data file.

# Supplementary Figure 4

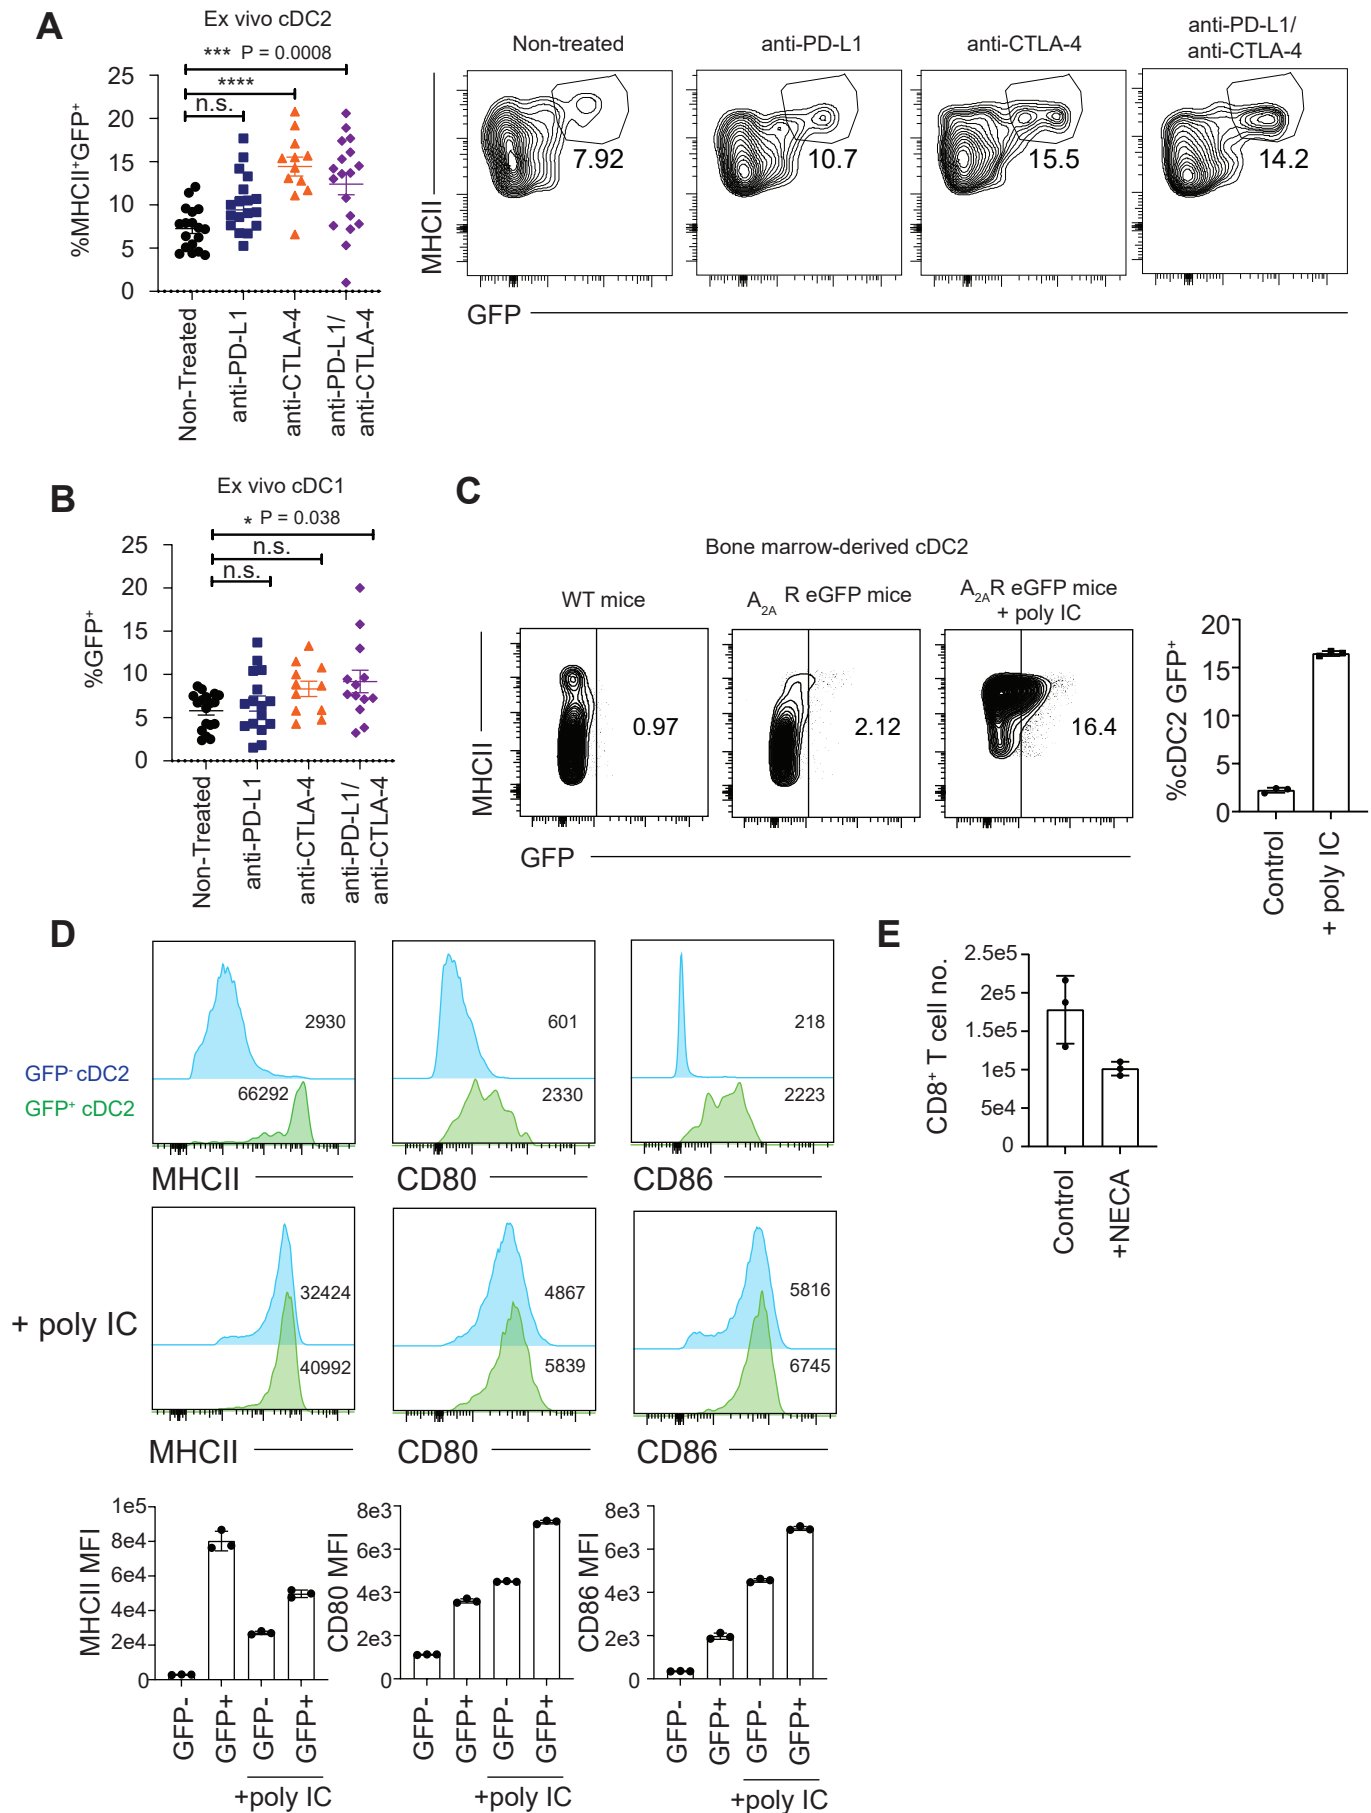

**Supplementary Figure 4. Expression of  $A_{2A}$ R is increased on activated cDC2s.**

**A-B.** C57BL/6  $A_{2A}$ R GFP mice were injected with  $5 \times 10^5$  AT3 ova tumor cells and treated where indicated with anti-PD-L1, anti-CTLA-4 or both anti-PD-L1 and anti-CTLA-4 as per **Figure 4**. At day 7 post treatment the proportion of cDC2 (**A**) or cDC1 (**B**) expressing GFP was determined. Flow cytometry plots represent concatenated samples from one representative experiment. (**A**) Non-treated, anti-PD-L1, anti-PD-L1/anti-CTLA-4 (n=18) and anti-CTLA-4 (n=12). (**B**) Non-treated (n=18), anti-PD-L1 (n=16), anti-CTLA-4 (n=11) and anti-PD-L1/anti-CTLA-4 (n=13). Bar graphs represent mean  $\pm$  SEM of 12-18 mice per group from 2-3 individual experiments. **C-E** Bone marrow derived dendritic cells were generated through culture of bone marrow cells in 150 ng/ml Flt3L for 7 days. The expression of GFP, MHCII, CD80 and CD86 on MHCII<sup>+</sup>SIRPα<sup>+</sup>cDC2 cells was determined in the presence or absence of overnight stimulation with poly IC (25  $\mu$ g/ml). Flow cytometry plots and histograms represent concatenated samples from one representative experiment. Bar graphs represent mean  $\pm$  SD from triplicate cultures. **E.** After generation of bone marrow derived DCs, cells were cultured overnight with poly IC and where indicated 1  $\mu$ M NECA. DCs were then pulsed with 100nM SIINFEKL peptide for 4 hours prior and then 1e4 DCs were cocultured with 2e4 naïve OT-I T cells. CD8<sup>+</sup>T cell numbers were then assessed at 72 hours post coculture. \*p<0.05, \*\*\*p<0.001, \*\*\*\*p<0.0001, one way ANOVA (**A**, **B**). Source data are provided as a Source Data file.

Supplementary Figure 5

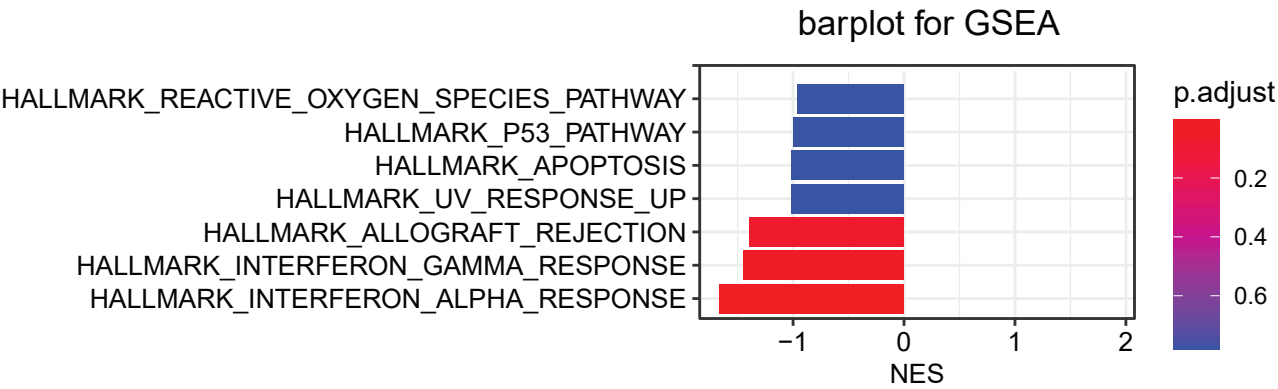

Supplementary Figure 5. Gene set enrichment analysis for A<sub>2A</sub>R<sup>+</sup> CD8<sup>+</sup> T cells relative to A<sub>2A</sub>R<sup>-</sup> CD8<sup>+</sup> T cells

RNA-Seq was performed on CD8<sup>+</sup> T cells isolated from AT3 ova tumors as per **Figure 5**. 

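Among genes lower in non-treated GFP+ cells of the paper's 10 libraries, those with the smallest adjusted p were Ly6a, Adora3, Ifitm2, AA467197 and Lmna. Ly6a had 210 ± 11.5 CPM (SD, n = 2) in GFP+ and 452 ± 30.8 (SD, n = 3) in GFP− cells, a log2 fold change of −1.10 (adjusted p = 3.59e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adora3, which encodes the adenosine A3 receptor, had 7.46 ± 2.12 and 24.3 ± 1.86 CPM, a log2 fold change of −1.70 (adjusted p = 6.73e-04, edgeR). AA467197 and Lmna had log2 fold changes of −1.43 and −1.10 (edgeR, adjusted p = 0.00525 and 0.00563). The log2 fold changes over all 12 libraries were −1.12 for Ly6a, −1.37 for Adora3, −1.08 for Ifitm2, −1.48 for AA467197 and −0.91 for Lmna, with adjusted p between 0.122 and 0.454 from edgeR's test. In each of these genes every GFP+ library, KT13 included, lay below every GFP− library. After anti-PD-L1, Ifitm2 (log2 fold change −1.42), Gzma (−2.03), Adora3 (−1.45), Cmklr1 (−1.72) and Ifitm1 (−1.20) were lower in GFP+ cells of the 10 libraries, with edgeR's adjusted p between 1.66e-04 and 0.00969. Over all 12 they were −0.93, −1.86, −1.42, −1.51 and −1.11, with adjusted p between 0.0918 and 0.707 from edgeR's test. Ifitm3 was also lower (−0.74 and −0.61; edgeR, adjusted p = 0.0451 and 0.993), and Klrb1c was higher (1.28 and 1.34; 0.00764 and 0.0706).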

Unbiased pathway analysis for genes decreased in A<sub>2A</sub>R<sup>+</sup> cells relative to A<sub>2A</sub>R<sup>-</sup> cells. CD8<sup>+</sup> GFP<sup>-</sup> (n = 3) and CD8<sup>+</sup> GFP<sup>+</sup> (n = 2) cells with biological samples pooled from n = 3 mice per replicate.

Supplementary Figure 6

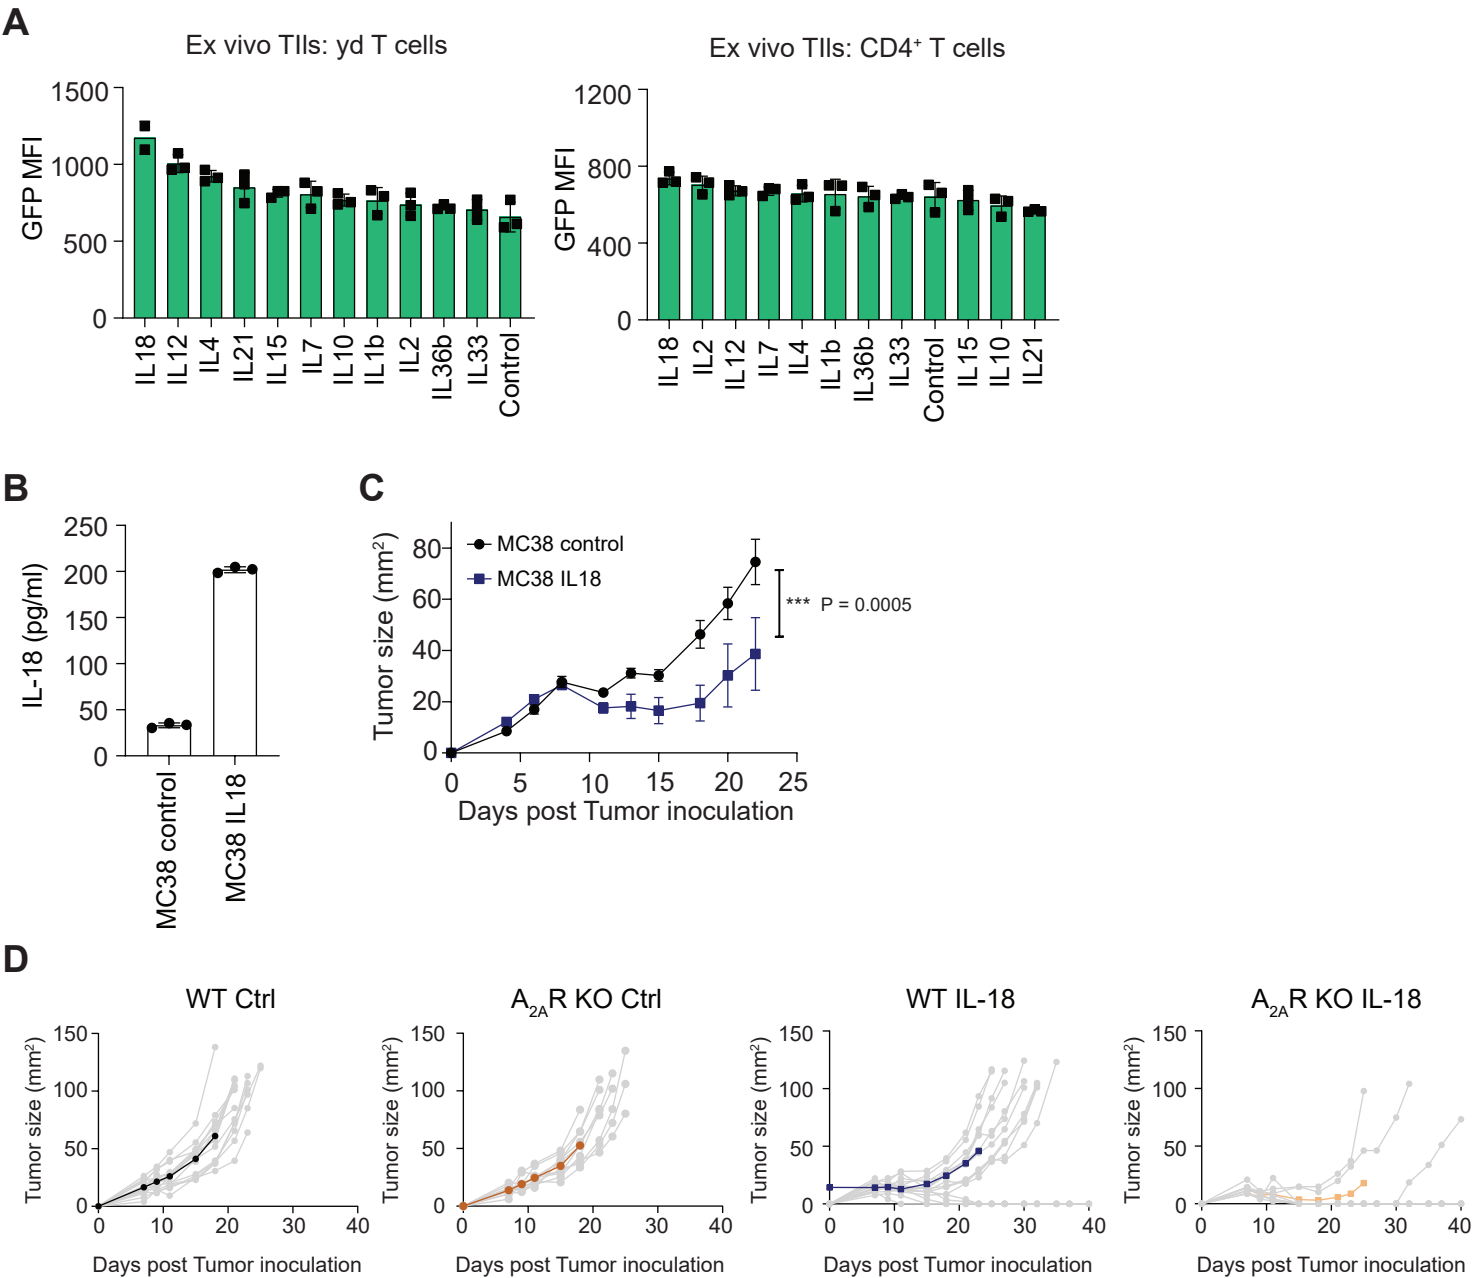

Supplementary Figure 6. Characterization of the impact of IL-18 on A<sub>2A</sub>R expression and anti-tumor immunity

**A.** Tumor infiltrating lymphocytes were isolated from AT3 ova tumors and treated overnight with indicated cytokines (50 ng/ ml) as per **Figure 6**. Expression of GFP on indicated subsets was determined by flow cytometry. Data represents the mean  $\pm$  SD of triplicate cultures. **B.** Supernatants derived from indicated MC38 tumor cells were assayed for IL-18 concentration by ELISA. Data represents the mean  $\pm$  SD of 3 technical replicates. **C.**  $1 \times 10^6$  MC38-mCherry or MC38-mCherry-IL-18 tumor cells were injected sub-cutaneously into C57BL/6 WT mice. Data is shown as the mean  $\pm$  SEM of 7 (control) or 9 (IL-18) mice per group. \*\*\* $p < 0.001$  2 way ANOVA. **D** Individual tumor growth curves for mice from **Figure 6G-H**. Grey lines indicate individual mice, colored lines indicate the mean for each group. Source data are provided as a Source Data file.

| Flow Cytometry Antibodies                            |                  |          |             |                                                        |                  |                                                                                                                                                                                                                                                                                                                                                                                               |
|------------------------------------------------------|------------------|----------|-------------|--------------------------------------------------------|------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Marker                                               | Fluorochrome     | Dilution | Clone       | Source                                                 | Catalogue number | Validation accessible via URL                                                                                                                                                                                                                                                                                                                                                                 |
| αGalCer tetramer                                     | BV421            | 1:300    | N/A         | The Peter Doherty Institute for Infection and Immunity | N/A              | N/A                                                                                                                                                                                                                                                                                                                                                                                           |
| Anti-Human/Mouse CD44                                | APC-R700         | 1:200    | IM7         | Thermo Fisher Scientific                               | 56-0441-82       | <a href="https://www.thermofisher.com/antibody/product/CD44-Antibody-clone-IM7-Monoclonal/56-0441-82">https://www.thermofisher.com/antibody/product/CD44-Antibody-clone-IM7-Monoclonal/56-0441-82</a>                                                                                                                                                                                         |
| Anti-mouse CD103                                     | BV711            | 1:100    | 2E7         | BD Biosciences                                         | 748255           | <a href="https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv711-hamster-anti-mouse-cd103.748255">https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv711-hamster-anti-mouse-cd103.748255</a>                                             |
| Anti-mouse CD11c                                     | BV785            | 1:150    | NA18        | BioLegend                                              | 117336           | <a href="https://www.biolegend.com/fr-fr/explore-new-products/brilliant-violet-785-anti-mouse-cd11c-antibody-7963?GroupID=BLG11937">https://www.biolegend.com/fr-fr/explore-new-products/brilliant-violet-785-anti-mouse-cd11c-antibody-7963?GroupID=BLG11937</a>                                                                                                                             |
| Anti-mouse CD19                                      | BV650            | 1:100    | 6D5         | BioLegend                                              | 115541           | <a href="https://www.biolegend.com/en-gb/products/brilliant-violet-650-anti-mouse-cd19-antibody-7851?GroupID=BLG10556">https://www.biolegend.com/en-gb/products/brilliant-violet-650-anti-mouse-cd19-antibody-7851?GroupID=BLG10556</a>                                                                                                                                                       |
| Anti-mouse CD19                                      | PE               | 1:200    | 1D3         | BD Biosciences                                         | 553786           | <a href="https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-rat-anti-mouse-cd19.553786">https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-rat-anti-mouse-cd19.553786</a>                                                             |
| Anti-mouse CD25                                      | APC              | 1:200    | PC61.5      | BioLegend                                              | 102012           | <a href="https://www.biolegend.com/en-ie/products/apc-anti-mouse-cd25-antibody-420">https://www.biolegend.com/en-ie/products/apc-anti-mouse-cd25-antibody-420</a>                                                                                                                                                                                                                             |
| Anti-mouse CD3                                       | Alexa Fluor® 647 | 1:100    | 17A2        | BD Biosciences                                         | 557869           | <a href="https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/alexa-fluor-647-rat-anti-mouse-cd3-molecular-complex.557869">https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/alexa-fluor-647-rat-anti-mouse-cd3-molecular-complex.557869</a> |
| Anti-mouse CD39                                      | PE-Cyanine7      | 1:150    | 24DMS1      | Thermo Fisher Scientific                               | 25-0391-82       | <a href="https://www.thermofisher.com/antibody/product/CD39-Antibody-clone-24DMS1-Monoclonal/25-0391-82">https://www.thermofisher.com/antibody/product/CD39-Antibody-clone-24DMS1-Monoclonal/25-0391-82</a>                                                                                                                                                                                   |
| Anti-mouse CD4                                       | BUV805           | 1:200    | GK1.5       | BD Biosciences                                         | 612900           | <a href="https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv805-rat-anti-mouse-cd4.612900">https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv805-rat-anti-mouse-cd4.612900</a>                                                       |
| Anti-mouse CD4                                       | BV786            | 1:200    | GK1.5       | BD Biosciences                                         | 563727           | <a href="https://www.thermofisher.com/antibody/product/CD45-2-Antibody-clone-104-Monoclonal/47-0454-82">https://www.thermofisher.com/antibody/product/CD45-2-Antibody-clone-104-Monoclonal/47-0454-82</a>                                                                                                                                                                                     |
| Anti-mouse CD45.2                                    | APC-eF780        | 1:100    | 104         | Thermo Fisher Scientific                               | 47-0454-82       | <a href="https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv786-mouse-anti-human-cd4.563877">https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv786-mouse-anti-human-cd4.563877</a>                                                     |
| Anti-mouse CD62L                                     | BUV737           | 1:200    | MEL-14      | BD Biosciences                                         | 612833           | <a href="https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv737-rat-anti-mouse-cd62l.612833">https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv737-rat-anti-mouse-cd62l.612833</a>                                                   |
| Anti-mouse CD62L                                     | BV786            | 1:100    | MEL-14      | BD Biosciences                                         | 564109           | <a href="https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv786-rat-anti-mouse-cd62l.564109">https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv786-rat-anti-mouse-cd62l.564109</a>                                                     |
| Anti-mouse CD64                                      | APC              | 1:100    | X54-5/7.1   | BioLegend                                              | 139306           | <a href="https://www.biolegend.com/en-us/soluble-mhc/apc-anti-mouse-cd64-fcγmmar-antibody-7874?GroupID=BLG8810">https://www.biolegend.com/en-us/soluble-mhc/apc-anti-mouse-cd64-fcγmmar-antibody-7874?GroupID=BLG8810</a>                                                                                                                                                                     |
| Anti-mouse CD69                                      | Biotin           | 1:200    | H1.2F3      | BD Biosciences                                         | 553235           | <a href="https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/biotin-hamster-anti-mouse-cd69.553235">https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/biotin-hamster-anti-mouse-cd69.553235</a>                                             |
| Anti-mouse CD80                                      | BUV496           | 1:150    | 16-10A1     | BD Biosciences                                         | 741091           | <a href="https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv496-hamster-anti-mouse-cd80.741091">https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv496-hamster-anti-mouse-cd80.741091</a>                                             |
| Anti-mouse CD86                                      | BV605            | 1:150    | GL-1        | BioLegend                                              | 105037           | <a href="https://www.biolegend.com/en-us/products/brilliant-violet-605-anti-mouse-cd86-antibody-7798?GroupID=BLG11928">https://www.biolegend.com/en-us/products/brilliant-violet-605-anti-mouse-cd86-antibody-7798?GroupID=BLG11928</a>                                                                                                                                                       |
| Anti-mouse CD8a                                      | BV650            | 1:200    | 53-6.7      | BioLegend                                              | 100742           | <a href="https://www.biolegend.com/de-at/products/brilliant-violet-711-anti-mouse-cd8a-antibody-7926?GroupID=BLG279">https://www.biolegend.com/de-at/products/brilliant-violet-711-anti-mouse-cd8a-antibody-7926?GroupID=BLG279</a>                                                                                                                                                           |
| Anti-mouse CD8a                                      | BV711            | 1:200    | 53-6.7      | BioLegend                                              | 100748 (500ul)   | <a href="https://www.biolegend.com/en-gb/search-results/brilliant-violet-650-anti-mouse-cd8a-antibody-7635?GroupID=BLG2559">https://www.biolegend.com/en-gb/search-results/brilliant-violet-650-anti-mouse-cd8a-antibody-7635?GroupID=BLG2559</a>                                                                                                                                             |
| Anti-mouse F4/80 biotin                              | N/A              | 1:150    | BM8         | BioLegend                                              | 123106           | <a href="https://www.biolegend.com/fr-ch/products/biotin-anti-mouse-f4-80-antibody-4066?GroupID=BLG5319">https://www.biolegend.com/fr-ch/products/biotin-anti-mouse-f4-80-antibody-4066?GroupID=BLG5319</a>                                                                                                                                                                                   |
| Anti-mouse I-A/E (MHC II)                            | Alexa Fluor® 70  | 1:150    | M5/114.15.2 | BioLegend                                              | 107622           | <a href="https://www.biolegend.com/en-us/cell-health/alexa-fluor-700-anti-mouse-i-a-i-e-antibody-3413">https://www.biolegend.com/en-us/cell-health/alexa-fluor-700-anti-mouse-i-a-i-e-antibody-3413</a>                                                                                                                                                                                       |
| Anti-mouse LY108 (SLAMF6)                            | BV421            | 1:200    | 13G3        | BD Biosciences                                         | 740090           | <a href="https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv421-mouse-anti-mouse-ly-108.740090">https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv421-mouse-anti-mouse-ly-108.740090</a>                                               |
| Anti-mouse Ly6C                                      | BV605            | 1:200    | HK1-4       | BioLegend                                              | 128036           | <a href="https://www.biolegend.com/en-gb/products/brilliant-violet-605-anti-mouse-ly-6c-antibody-6063?Clone=HK1.4">https://www.biolegend.com/en-gb/products/brilliant-violet-605-anti-mouse-ly-6c-antibody-6063?Clone=HK1.4</a>                                                                                                                                                               |
| Anti-mouse Ly6C                                      | PE/Cyanine7      | 1:200    | HK1-4       | BioLegend                                              | 128018           | <a href="https://www.biolegend.com/en-us/cell-health/brilliant-violet-605-anti-mouse-ly-6c-antibody-8727?GroupID=BLG7242">https://www.biolegend.com/en-us/cell-health/brilliant-violet-605-anti-mouse-ly-6c-antibody-8727?GroupID=BLG7242</a>                                                                                                                                                 |
| Anti-mouse Ly6G                                      | PE               | 1:200    | 1A8         | BD Biosciences                                         | 551461           | <a href="https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-rat-anti-mouse-ly-6g.551461">https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-rat-anti-mouse-ly-6g.551461</a>                                                           |
| Anti-mouse NK1.1                                     | BV785            | 1:100    | PK136       | BioLegend                                              | 108749           | <a href="https://www.biolegend.com/en-us/punchout/punchout-products/product-detail/brilliant-violet-785-anti-mouse-nk-1-1-antibody-10367?GroupID=GROUP20">https://www.biolegend.com/en-us/punchout/punchout-products/product-detail/brilliant-violet-785-anti-mouse-nk-1-1-antibody-10367?GroupID=GROUP20</a>                                                                                 |
| Anti-mouse NK1.1                                     | eFluor™ 450      | 1:100    | PK136       | Thermo Fisher Scientific                               | 48-5941-82       | <a href="https://www.thermofisher.com/antibody/product/NK1-1-Antibody-clone-PK136-Monoclonal/48-5941-82">https://www.thermofisher.com/antibody/product/NK1-1-Antibody-clone-PK136-Monoclonal/48-5941-82</a>                                                                                                                                                                                   |
| Anti-mouse PD-1                                      | BV711            | 1:150    | 29F.1A12    | BioLegend                                              | 135231           | <a href="https://www.biolegend.com/nl-be/cell-health/pe-anti-mouse-cd279-pd-1-antibody-6170?GroupID=BLG7930">https://www.biolegend.com/nl-be/cell-health/pe-anti-mouse-cd279-pd-1-antibody-6170?GroupID=BLG7930</a>                                                                                                                                                                           |
| Anti-mouse PD-1                                      | PE               | 1:200    | 29F.1A12    | BioLegend                                              | 135206           | <a href="https://www.biolegend.com/de-at/search-results/brilliant-violet-711-anti-mouse-cd279-pd-1-antibody-12303">https://www.biolegend.com/de-at/search-results/brilliant-violet-711-anti-mouse-cd279-pd-1-antibody-12303</a>                                                                                                                                                               |
| Anti-mouse TCRβ                                      | APC              | 1:200    | H57-597     | BioLegend                                              | 109212           | <a href="https://www.biolegend.com/en-gb/products/apc-anti-mouse-tcr-beta-chain-antibody-268?Clone=H57-597">https://www.biolegend.com/en-gb/products/apc-anti-mouse-tcr-beta-chain-antibody-268?Clone=H57-597</a>                                                                                                                                                                             |
| Anti-mouse TCRβ                                      | BUV737           | 1:100    | H57-597     | BD Biosciences                                         | 612821           | <a href="https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv737-hamster-anti-mouse-tcr-chain.612821">https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv737-hamster-anti-mouse-tcr-chain.612821</a>                                   |
| Anti-mouse TCRβ                                      | BV711            | 1:200    | H57-597     | BioLegend                                              | 109243           | <a href="https://www.biolegend.com/en-us/search-results/brilliant-violet-711-anti-mouse-tcr-beta-chain-antibody-13539?GroupID=BLG6996">https://www.biolegend.com/en-us/search-results/brilliant-violet-711-anti-mouse-tcr-beta-chain-antibody-13539?GroupID=BLG6996</a>                                                                                                                       |
| Anti-mouse TCRβ                                      | eFluor™ 450      | 1:100    | H57-597     | Thermo Fisher Scientific                               | 48-5961-82       | <a href="https://www.thermofisher.com/antibody/product/TCR-beta-Antibody-clone-H57-597-Monoclonal/48-5961-82">https://www.thermofisher.com/antibody/product/TCR-beta-Antibody-clone-H57-597-Monoclonal/48-5961-82</a>                                                                                                                                                                         |
| Anti-mouse TCRγδ                                     | PE/Cyanine7      | 1:100    | GL3         | BioLegend                                              | 118124           | <a href="https://www.biolegend.com/de-de/clone-search/pe-cyanine7-anti-mouse-tcr-gamma-delta-antibody-7822?GroupID=BLG8973">https://www.biolegend.com/de-de/clone-search/pe-cyanine7-anti-mouse-tcr-gamma-delta-antibody-7822?GroupID=BLG8973</a>                                                                                                                                             |
| Anti-mouse Thy1.2 (CD90.2)                           | PerCP            | 1:300    | 53-2.1      | BioLegend                                              | 140316           | <a href="https://www.biolegend.com/de-de/products/percp-anti-mouse-cd90-2-thy1-2-antibody-6807">https://www.biolegend.com/de-de/products/percp-anti-mouse-cd90-2-thy1-2-antibody-6807</a>                                                                                                                                                                                                     |
| Anti-mouse/rat XCR1                                  | PerCP/Cyanine5.5 | 1:100    | ZE1         | BioLegend                                              | 148208           | <a href="https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-rat-xcr1-antibody-10397?GroupID=GROUP20">https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-rat-xcr1-antibody-10397?GroupID=GROUP20</a>                                                                                                                                                       |
| BUV395 Streptavidin                                  | BUV395           | 1:1000   | N/A         | BD Biosciences                                         | 564176           | <a href="https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv395-streptavidin.564176">https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv395-streptavidin.564176</a>                                                                   |
| ITaQ™ MHC Tetramer (H-2Kb OVA SIINFEKL-PE)           | PE               | 1:50     | N/A         | MBL                                                    | TB-5001-1        | <a href="https://www.mblintl.com/products/tb-5001-1/">https://www.mblintl.com/products/tb-5001-1/</a>                                                                                                                                                                                                                                                                                         |
| MC38 tetramer (H-2Kb MuLV p15E Tetramer KSPWFRTL-PE) | PE               | 1:50     | N/A         | MBL                                                    | TB-M507-1        | <a href="https://www.mblintl.com/products/tb-m507-1/">https://www.mblintl.com/products/tb-m507-1/</a>                                                                                                                                                                                                                                                                                         |
| Rat anti-CD11b                                       | BUV737           | 1:200    | M1/70       | BD Biosciences                                         | 612800           | <a href="https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv737-rat-anti-cd11b.612800">https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv737-rat-anti-cd11b.612800</a>                                                               |
| Viability                                            | Fixable yellow   | 1:400    | N/A         | Invitrogen                                             | L34968A          | <a href="https://www.thermofisher.com/order/catalog/product/L34968">https://www.thermofisher.com/order/catalog/product/L34968</a>                                                                                                                                                                                                                                                             |

| Immunofluorescence antibodies |                  |          |        |                          |                  |                                                                                                                                                                                                                                 |
|-------------------------------|------------------|----------|--------|--------------------------|------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Marker                        | Fluorochrome     | Dilution | Clone  | Source                   | Catalogue number | Validation accessible via URL                                                                                                                                                                                                   |
| Anti-GFP Polyclonal Antibody  | Alexa Fluor™ 488 | 1:200    | N/A    | Thermo Fisher Scientific | A-21311          | <a href="https://www.thermofisher.com/antibody/product/GFP-Antibody-Polyclonal/A-21311">https://www.thermofisher.com/antibody/product/GFP-Antibody-Polyclonal/A-21311</a>                                                       |
| Anti-mouse CD45.2             | AF647            | 1:200    | 104    | Biolegend                | 109818           | <a href="https://www.biolegend.com/de-at/products/alexa-fluor-647-anti-mouse-cd45-2-antibody-3107?GroupID=BLG1934">https://www.biolegend.com/de-at/products/alexa-fluor-647-anti-mouse-cd45-2-antibody-3107?GroupID=BLG1934</a> |
| Anti-mouse CD8a               | AF594            | 1:200    | 53-6.7 | Biolegend                | 100758           | <a href="https://www.biolegend.com/de-at/products/alexa-fluor-594-anti-mouse-cd8a-antibody-9608?GroupID=BLG2559">https://www.biolegend.com/de-at/products/alexa-fluor-594-anti-mouse-cd8a-antibody-9608?GroupID=BLG2559</a>     |

| In vivo antibodies                  |  |  |           |                                         |                  |                                                                                                                                                                                       |
|-------------------------------------|--|--|-----------|-----------------------------------------|------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                                     |  |  | Clone     | Source                                  | Catalogue number | Validation accessible via URL                                                                                                                                                         |
| Anti asialo GM1 (Rabbit)            |  |  |           | FUJIFILM Wako Pure Chemical Corporation | 986-10001        | <a href="https://labchem-wako.fujifilm.com/us/product/detail/W01W0198-1000.html">https://labchem-wako.fujifilm.com/us/product/detail/W01W0198-1000.html</a>                           |
| InVivoMab anti-mouse CD8α           |  |  | YTS 169.4 | BioXcell                                | BE0117           | <a href="https://bioxcell.com/invivomab-anti-mouse-cd8a-be0117">https://bioxcell.com/invivomab-anti-mouse-cd8a-be0117</a>                                                             |
| InVivoMab anti-mouse CTLA-4 (CD152) |  |  | 9H10      | BioXcell                                | BE0131           | <a href="https://bioxcell.com/invivomab-anti-mouse-ctla-4-cd152-be0131">https://bioxcell.com/invivomab-anti-mouse-ctla-4-cd152-be0131</a>                                             |
| InVivoMab anti-mouse PD-L1 (B7-H1)  |  |  | 10F.9G2™  | BioXcell                                | BE0101           | <a href="https://bioxcell.com/invivomab-anti-mouse-pd-l1-b7-h1-be0101">https://bioxcell.com/invivomab-anti-mouse-pd-l1-b7-h1-be0101</a>                                               |
| InVivoMab rat IgG2a isotype control |  |  | 2A3       | BioXcell                                | BE0089           | <a href="https://bioxcell.com/invivomab-rat-igg2a-isotype-control-anti-trinitrophenol-be0089">https://bioxcell.com/invivomab-rat-igg2a-isotype-control-anti-trinitrophenol-be0089</a> |

| Other communal kits and reagents |  |          |  |                |                  |                                                                                                                                                                                                                                                                                                                                                             |
|----------------------------------|--|----------|--|----------------|------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                                  |  | Dilution |  | Source         | Catalogue number | Validation accessible via URL                                                                                                                                                                                                                                                                                                                               |
| BD Brilliant Stain Buffer Plus   |  | 1:100    |  | BD Biosciences | 566385           | <a href="https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/buffers-and-supporting-reagents-ruo/brilliant-stain-buffer-plus.566385">https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/buffers-and-supporting-reagents-ruo/brilliant-stain-buffer-plus.566385</a> |

Supplementary Table 1. List of antibodies

# Supplementary material for: A2AR eGFP reporter mouse enables elucidation of A2AR expression dynamics during anti-tumor immune responses
**Source:** Nat Commun. 2023 Nov 1;14:6990. doi: 10.1038/s41467-023-42734-0
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Flow cytometry: BD FACS Diva version 8 (FlowJo LLC)  
RNA-seq: CASAVA v1.8.2, Cutadapt v2.1, FastQC v0.11.6, RNA-SeQC v1.1.8

Data analysis

Flow cytometry: FlowJo version 10 (FlowJo LLC)  
Differentially expressed gene analysis: EdgeR (<https://bioconductor.org/packages/release/bioc/html/edgeR.html>)  
Gene set enrichment analysis: Enrichr (<http://amp.pharm.mssm.edu/Enrichr>)  
General: Microsoft Excel 2010  
Statistical analysis and data presentation: Graphpad Prism 9  
Gene expression analysis: featureCounts, Rsubread 2.10.5; heatmaps: pheatmap R package

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All raw data is contained within the Source Data file. Source data are provided with this paper. The RNA-sequencing data used in the study have been deposited in the Gene Expression Omnibus under the accession code GSE230135 available at <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE230135>.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

## Antibodies

## Antibodies used

Antibodies used in this study were obtained from commercial suppliers (BD Biosciences, Biolegend, Thermo Scientific, BioXcell, MBL or FUJIFILM Wako Pure Chemical Corporation). A list of relevant information on the antibodies (Supplier, Catalog number, clone, dilution and product URL) is provided in a Supplementary Table.

αGalCer tetramer, The Peter Doherty Institute for Infection and Immunity 1:300  
 BUV395 Streptavidin, BD Biosciences 564176 1:1000  
 Anti-mouse CD103, Clone 2E7, BD Biosciences 748255 1:100  
 Rat anti-CD11b, Clone M1/70, BD Biosciences 612800 1:200  
 Anti-mouse CD11c, Clone N418, BioLegend 117336 1:150  
 Anti-mouse CD19, Clone 6D5, BioLegend 115541 1:100  
 Anti-mouse CD19, Clone 1D3, BD Biosciences 553786 1:200  
 Anti-mouse CD25, Clone PC61.5, BioLegend 102012 1:200  
 Anti-mouse CD3, Clone 17A2, BD Biosciences 557869 1:100  
 Anti-mouse CD39, Clone 24DMS1, Thermo Fisher Scientific 25-0391-82 1:150  
 Anti-mouse CD4, Clone GK1.5, BD Biosciences 612900 1:200  
 Anti-mouse CD4, Clone GK1.5, BD Biosciences 563727 1:200  
 Anti-Human/Mouse CD44, Clone IM7, Thermo Fisher Scientific 56-0441-82 1:200  
 Anti-mouse CD45.2, Clone 104, Thermo Fisher Scientific 47-0454-82 1:100  
 Anti-mouse CD62L, Clone MEL-14, BD Biosciences 612833 1:200  
 Anti-mouse CD62L, Clone MEL-14, BD Biosciences 564109 1:100  
 Anti-mouse CD64, Clone X54-5/7.1, BioLegend 139306 1:100  
 Anti-mouse CD69, Clone H1.2F3, BD Biosciences 553235 1:200  
 Anti-mouse CD80, Clone 16-10A1, BD Biosciences 741091 1:150  
 Anti-mouse CD86, Clone GL-1, BioLegend 105037 1:150  
 Anti-mouse CD8a, Clone 53-6.7, BioLegend 100742 1:200  
 Anti-mouse CD8a, Clone 53-6.7, BioLegend 100748 (500ul) 1:200  
 Anti-mouse F4/80 biotin, Clone BM8, BioLegend 123106 1:150  
 Anti-mouse IA/I-E (MHC II), Clone M5/114.15.2, BioLegend 107622 1:150  
 iTag™ MHC Tetramer (H-2Kb OVA SIINFELK-PE), MBL, TB-5001-1 1:50  
 Anti-mouse LY108 (SLAMF6), Clone I3G3, BD Biosciences 740090 1:200  
 Anti-mouse Ly6C, Clone HK1-4, BioLegend 128036 1:200  
 Anti-mouse Ly6C, Clone HK1-4, BioLegend 128018 1:200  
 Anti-mouse Ly6C, Clone 1A8, BD Biosciences 551461 1:200  
 MC38 tetramer (H-2Kb MuLV p15E Tetramer KSPWFITL-PE), MBL TB-M507-1 1:50  
 Anti-mouse NK1.1, Clone PK136, BioLegend 108749 1:100  
 Anti-mouse NK1.1, Clone PK136, Thermo Fisher Scientific 48-5941-82 1:100  
 Anti-mouse PD-1, Clone 29F.1A12, BioLegend 135231 1:150  
 Anti-mouse PD-1, Clone 29F.1A12, BioLegend 135206 1:200  
 Anti-mouse TCRβ, Clone H57-597, BioLegend 109212 1:200  
 Anti-mouse TCRβ, Clone H57-597, BD Biosciences 612821 1:100  
 Anti-mouse TCRβ, Clone H57-597, BioLegend 109243 1:200  
 Anti-mouse TCRβ, Clone H57-597, Thermo Fisher Scientific 48-5961-82 1:100  
 Anti-mouse TCRγ/δ, Clone GL3, BioLegend 118124 1:100  
 Anti-mouse Thy1.2 (CD90.2), Clone 53-2.1, BioLegend 140316 1:300  
 Viability, Invitrogen L34968A 1:400  
 Anti-mouse/rat XCR1, Clone ZET, BioLegend 148208 1:100  
 Anti-mouse CD45.2, Clone 104, Biolegend 109818 1:200  
 Anti-mouse CD8a, Clone 53-6.7, Biolegend 100758 1:200  
 Anti-GFP Polyclonal Antibody, Thermo Fisher Scientific A-21311 1:200  
 InVivoMAb rat IgG2a isotype control, Clone 2A3, BioXcell BE0089  
 InVivoMAb anti-mouse PD-L1 (B7-H1), Clone 10F.9G2™, BioXcell BE0101  
 InVivoMAb anti-mouse CTLA-4 (CD152), Clone 9H10, BioXcell BE0131  
 InVivoMAb anti-mouse CD8α, Clone YTS 169.4, BioXcell BE0117

Anti asialo GM1 (Rabbit), FUJIFILM Wako Pure Chemical Corporation 986-10001  
BD Brilliant Stain Buffer Plus, BD Biosciences 566385 1:100

Validation

All antibodies were validated by the supplier. Relevant information can be found in the Supplementary Table

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

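The data were 12 QuantSeq 3′ RNA-sequencing libraries of CD8+ T cells sorted by GFP from AT3ova tumors of A2AR eGFP reporter mice at day 21, with 3 libraries for each combination of GFP (GFP+, GFP−) and treatment (non-treated, anti-PD-L1 at days 14 and 18), each pooled from 3 mice. The condition of each library was taken from its sample label and its replicate is its library code, KT13 to KT24. The labels give no batch, no sequencing date and no pairing of GFP+ with GFP− libraries, so groups were compared without pairing and no batch was modelled. No other experiment of the paper was analysed here.

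The authors deposited a single table of raw read counts, 1 column per library, for 52636 Ensembl gene identifiers. According to the methods, 75 bp single-end reads were trimmed with Cutadapt v2.1, aligned to mm10 with HISAT2 and counted with featureCounts (Rsubread v2.10.5), so trimming, alignment and counting are already contained in the counts, and normalization is not. The paper's text does not name the Ensembl release, the filter on low counts, or the handling of strand and of reads with several matches. Symbols were taken from the GENCODE vM21 annotation and matched 52403 identifiers. Every column was used. Total counts ranged from 11292699 to 19023900 per library. They were lower in anti-PD-L1 than in non-treated GFP− libraries (at most 13760772 against at least 16440398), which the normalization scales for. Reads carry no molecular identifiers here, so counts are not independent molecules. No library was a copy of another, since the chi-square per degree of freedom between the 12 pairs within conditions was at least 12.6.

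Counts were normalized by TMM in edgeR 4.0.16 under R 4.3.3, and genes were kept by filterByExpr on the 4 conditions. Each gene was compared with edgeR's quasi-likelihood F test in 1 fit over the 4 conditions, without covariates, for GFP+ against GFP− in non-treated and in anti-PD-L1 cells, for anti-PD-L1 against non-treated in GFP+ and in GFP− cells, and for the interaction of GFP and treatment. P-values were adjusted by the Benjamini-Hochberg method and genes were called at an adjusted p under 0.05. CPM are the TMM-normalized CPM that edgeR computes. Standard errors of log2 fold changes come from the same fits.

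Gene sets were tested with fgsea 1.28.0 (multilevel method, fixed seed) on genes ranked by log2 fold change, whose p-values rest on permuting genes, and with camera and fry of limma 3.58.1, which use the spread between libraries. The p-values of the gene sets were not adjusted over sets. The STAT5 signature was the 48 genes that can be read from the labels of Fig. 5D and Fig. 5E. These heatmaps show the same data, so a choice of genes by their values cannot be excluded. The lists of interferon-induced genes were written from general knowledge before the data were examined, because the Hallmark sets were not at hand, and the Reactome interferon set shipped with fgsea served as an alternative. The signature score is the mean of log2(CPM + 0.5) after each gene was centred and scaled over the libraries. Differences of single measures were tested by exact permutation of the library labels, two-sided, and the share of squared distance on PC1 and PC2 by exact permutation within treatments or within GFP groups, one-sided. With 3 libraries against 3 such a test cannot go below 0.1.

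Before the data were examined, all 12 libraries were chosen as the main set, together with the tests, the comparisons, the gene lists, the alternatives and the rule for naming genes. Under that rule the text names Adora2a, Ifng, Tnf, Prf1 and Gzmb, a fixed few markers (Cd8a, Cd4, Pdcd1, Entpd1, Slamf6, Cd69, Il7r, Tcf7), members of the gene lists called in a comparison, and for each comparison up to 5 higher and 5 lower genes with the smallest adjusted p among those called whose libraries do not overlap. Of the small nuclear RNA genes among these, Rnu2-10 stands for all. Cd3d, Cd3e, Cd3g, Trac, Trbc2, Ncr1, Fcer1g, Klrb1c and the Klra family as a whole appear for the tests they serve.

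Fig. 5 shows fewer GFP+ libraries than the labels give. Before the libraries shown were identified, a fit without KT13 and KT21 had been run because these libraries stood apart from the others, and the variance of the principal components and the CPM of Adora2a had been looked at for all 9 ways of leaving out 1 GFP+ library per treatment. The colours of the heatmaps in Fig. 5D and Fig. 5E were then read and correlated with centred and scaled values for each choice, and identified KT13 and KT21. All alternatives that use the paper's 10 libraries were therefore chosen after the data were seen.

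The alternatives tried, whose effects the closing section gives, were DESeq2 1.42.0 in place of edgeR, upper-quartile normalization, at least 10 counts in every library or no filter beyond 1 count, only the 2 groups compared in the fit, a ranking by the signed square root of F, camera or fry in place of fgsea, 1 gene per symbol in the ranking, 500 or all genes in the principal components, a pseudocount of 5, values centred without scaling, each library left out in turn, a permutation of residuals for the interaction of the score, chosen after the data were seen, and the paper's 10 libraries alone and with several of these choices.

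The procedure was tested on simulated data of the same design with 200 changed genes. Only well-counted genes were changed, by more than most named genes differ here, so recovery of smaller changes was not tested. The noise was drawn independently for each gene and did not carry the shared deviation of KT13 and KT21. edgeR recovered 89% of them with 5.47% false calls in the design of 10 libraries, and 77.5% with 7.69% false calls in the design of 12. DESeq2 recovered 90.5% and 83.5%, with 12.1% and 13.8% false calls. A set of genes shifted downwards, by more than the mean shift measured for the STAT5 signature, had an NES of −2.14 and −2.2, and an unshifted set a p of 1 and 0.83.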

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

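For KT13 and KT21, the tests of library depth, of RNA from other cells, of processed pseudogenes and of the GFP label were chosen only after the result was seen, as were the tests of paralogous reads and of RNA from myeloid cells and the variance and means traced to GC content and length for the Klra genes and both tests for the small nuclear RNA genes.

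KT13 (non-treated GFP+) and KT21 (anti-PD-L1 GFP+), which the paper did not show, lay apart from the other 10 libraries on the first principal component of all 12. The gap to the nearest other library was 66.6% of the range. Across the 14173 tested genes, the deviations of the 2 libraries from the rest of their conditions had a Spearman correlation of 0.444 with each other. In both libraries, 330 genes lay more than 1 log2 unit below every other library and 20 genes more than 1 log2 unit above. The 2 libraries come from different treatments and share their GFP sort with 4 libraries that lay with the others, so no biological explanation was tested. The correlation of the deviations with the GC content of transcripts was 0.0972 in KT13 and 0.237 in KT21, and with transcript length 0.0267 and 0.0391, too weak for either bias to account for the gap. After all libraries were thinned to the smallest total, the gap was 67.2%, which speaks against library depth. Over 23 genes of tumor cells, stroma and myeloid cells, the mean log2 deviation was −0.0308 in KT13 and 0.195 in KT21. The mean was thus raised in KT21 and not in KT13. A mean over a mixed list can hide a rise of a single cell type, so RNA from such cells was not excluded by this test. Reads on processed pseudogenes were fewer, at 16.5% of counts in KT13 and 15% in KT21 against 19.7% to 22.3% in the others, and 263 of the 330 low genes were processed pseudogenes, which make up 1390 of the tested genes. Without processed pseudogenes the gap narrowed to 34.9% and did not close, so they account for part of it and not for all. Adora2a lay at least 1.45 log2 units above the highest GFP− library of the same treatment, which speaks against a GFP− library with a GFP+ label. The labels give no batch, and a difference in library preparation was not tested.

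The Klra genes, which encode Ly49 receptors, were higher in GFP+ than in GFP− cells. The paper's heatmaps show Klra5 and Klra9, and its text names no Klra gene. Over all 12 libraries, the mean log2 fold change of the 9 tested Klra genes was 0.918 in non-treated cells, with 8 of the 9 higher and 0 called, and 1.18 after anti-PD-L1, with 7 of the 9 higher and 1 called. Klra6, Klra7 and their adjusted p-values are given beside the differentially expressed genes. In the paper's 10 libraries the means were 0.881, with 2 called, and 1.19, with 4 called. With upper-quartile normalization they were 0.949 and 1.21, without a filter beyond 1 count 0.91 and 1.18, with DESeq2 0.938 and 1.2, and with at least 10 counts in every library, which left 6 of the genes, 0.865 and 1.23, while the median of all tested genes moved by at most 0.0311. After correction for GC content and transcript length, at least 96.5% of the mean log2 fold change was kept. There was little such bias to correct, since GC content and length accounted for 0.391% of the variance of log2 fold changes across genes in non-treated cells and 1.32% after anti-PD-L1, and predicted Klra means of 0.0324 and −0.0345. If NK cells had entered the GFP+ sort, T cell genes would be lower in it. The mean log2 fold change of Cd3d, Cd3e, Cd3g, Trac and Trbc2 was −0.0168 in non-treated cells and 0.0162 after anti-PD-L1, and −0.0615 and −0.0887 in the paper's 10 libraries, a fall of the size that a small share of NK cells would give in 3 of these 4 values. Cd8a and Cd8b1, which were not part of this test, had log2 fold changes of −0.47 and −0.64 in non-treated cells over all 12 libraries (edgeR, adjusted p = 0.46 and 0.405), and of −0.08 and −0.30 after anti-PD-L1 (0.993 for both). NK cells would lower these genes and the T cell genes together. The fall of Cd8a and Cd8b1 in non-treated cells was larger than that of the T cell genes, so NK cells alone do not account for it. The share of NK cells was not bounded by this test, since most of its values lie where a small share would put them. Ncr1, which marks NK cells, had at most 105 reads in a GFP+ and at most 103 in a GFP− library, with log2 fold changes of 0.24 in non-treated cells and 1.21 after anti-PD-L1 and adjusted p of 0.966 and 0.993 from edgeR's test. After anti-PD-L1, its reads numbered 55 to 70 in the GFP+ and 17 to 36 in the GFP− libraries, without overlap, where chance separates 3 libraries from 3 in either direction in 10% of genes. Ncr1 therefore left the explanation by NK cells open. Tyrobp, Fcer1g and Klrb1c, which are no Klra paralogs, had a mean log2 fold change of at least 0.758 in both comparisons. In non-treated cells they were 0.27 for Tyrobp, 0.82 for Fcer1g and 1.18 for Klrb1c (edgeR, adjusted p = 0.893, 0.46 and 0.157), and after anti-PD-L1 1.33, 1.21 and 1.34 (0.0298, 0.0914 and 0.0706), and these genes had been seen before the test. Over the paper's 10 libraries, Fcer1g and Klrb1c passed in both comparisons (edgeR, adjusted p = 0.0312 and 0.0159, then 0.00771 and 0.00764) and Tyrobp only after anti-PD-L1 (0.788, then 0.00245). With treatment, Tyrobp fell by 1.24 in GFP− cells (adjusted p = 7.54e-04, edgeR). Myeloid cells also express Tyrobp and Fcer1g. Their list was higher in GFP+ cells over all 12 libraries, with a mean log2 fold change of 0.26 in non-treated cells and 0.494 after anti-PD-L1, where its NES was 1.68 (gene permutation, p = 0.013; camera, p = 0.133) and 13 of 14 genes were higher. Over the 10 libraries the means were 0.0197 and 0.0744. The medians there were 0.313 and 0.285, with 10 and 13 of 15 genes higher. These rises were less than those of the Klra genes, which RNA from myeloid cells therefore did not account for, while a part in the rise of Tyrobp and Fcer1g was not excluded. Shared reads would spread the rise of 1 Klra gene over its paralogs and would not produce a rise by themselves, so the number of Klra genes that rose cannot be told apart from reads shared between paralogs. The rise itself cannot be told apart from NK cells. A candidate explanation is that GFP+ CD8+ T cells express more of these receptors.

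Small nuclear RNA genes, which the paper does not report, took a smaller share of counts after anti-PD-L1. The log2 ratio of their share, anti-PD-L1 against non-treated, was −1 over all 12 libraries and −1.06 over the paper's 10. The share lay between 0.397% and 0.532% in the non-treated and between 0.195% and 0.302% in the anti-PD-L1 libraries. Over the 10 libraries, 75 of 77 tested small nuclear RNA genes were lower in GFP+ cells, 33 of them called, and 65 of 77 in GFP− cells, 35 of them called. Over all 12, 73 of 74 and 64 of 74 were lower and 0 were called in either comparison, in which 955 and 487 of all tested genes had an unadjusted p under 0.05. If the treated libraries held fewer reads of all RNA without poly(A) tails, small nucleolar and small Cajal body RNA would have fallen as much. Their log2 ratio was −0.433, less than needed for that explanation alone. Reads shared between copies would make the called genes move together. Their median correlation across libraries was 0.935, and 0.361 after centring on conditions, and 12 of the 35 called genes share 25 bases with Rnu2-10, which does not decide whether the calls are independent. The design gives treatment as a biological explanation. It also gives the codes KT13 to KT18 to the non-treated and KT19 to KT24 to the anti-PD-L1 libraries, so that a batch following the codes would coincide with treatment. The single-gene calls cannot be told apart from reads shared between copies. Such reads move counts between copies and would not by themselves lower the summed share, which cannot be told apart from a batch of this kind, and the labels give no batch.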

How the results depend on the processing

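All tests on the paper's 10 libraries and with 1 gene per symbol, all alternatives of the type I list after anti-PD-L1, those of the 4 score comparisons, the permutation of residuals and the 9 ways of leaving out 2 GFP+ libraries were chosen only after the data were seen, and the other alternatives were set before the data were examined. The values they are held against come from all 12 libraries. No paired analysis was possible because the labels give no pairing of libraries between conditions. The codes alternate between GFP+ and GFP−, but pairing was not inferred from their order, so mice shared by neighbouring codes would not be allowed for.

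The numbers of differentially expressed genes moved most. They are given in the order GFP+ against GFP− in non-treated cells, the same after anti-PD-L1, anti-PD-L1 against non-treated in GFP+ cells and the same in GFP− cells. The numbers were 1, 4, 2 and 0 (487 at an unadjusted p under 0.05, or 3.44% of the tested genes, no more than chance alone would give). With DESeq2 they were 53, 47, 93 and 33, and without a filter beyond 1 count 78, 49, 123 and 60, with 10 for the interaction of GFP and treatment in place of 0 (295 unadjusted). With only the 2 groups compared in the fit they were 1, 0, 0 and 51. Upper-quartile normalization and at least 10 counts in every library left them within the limits set for a change. In the 10 libraries they were 50, 25, 83 and 55, with DESeq2 131, 64, 142 and 91, with at least 10 counts 63, 36, 83 and 57, and with only the 2 groups compared 28, 32, 84 and 51. Of the genes called in the 10 libraries, 1, 4, 2 and 0 were also called over all 12. Across the 12 fits that each left out 1 library they ran from 0 to 6, 0 to 7, 0 to 34 and 0 to 28, and the interaction stayed at 0. In GFP− cells, whose 6 libraries are the same in all these fits but those that leave out 1 of them, the number followed the spread that KT13 and KT21 add to edgeR's fit. With 1 GFP+ library per treatment left out in all 9 ways, it was 55 without KT13 and KT21, 16 to 23 without 1 of them and 0 in the 4 ways that kept both (460 to 512 unadjusted). The median size of the log2 fold changes was 0.173 to 0.176 throughout, while the median standard error was 0.29 over all 12, 0.219 without KT13 and KT21 and 0.217 with only the GFP− libraries. For the other comparisons and choices, the cause was not tested. In simulated counts with 200 changed genes, the fit over 12 libraries recovered 77.5% of them with 7.69% false calls, and DESeq2 83.5% with 13.8%. The simulated changes were larger than those of most named genes, so these shares do not hold for smaller changes.

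The log2 fold change of Adora2a in non-treated cells, 1.51, ran from 1.43 to 1.57 across the 12 fits that each left out 1 library, and edgeR's adjusted p, from 0.00258 to 0.429, exceeded 0.05 in 8 of them. The cause was not tested. Every other alternative called it.

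The share of squared distance due to GFP, 12.5%, rose to 59.6% in the 10 libraries and 58% there without scaling (exact permutation, p = 0.03 in both), and that due to treatment, 4.1%, to 69.7% and 69.6% (exact permutation, p = 0.0333 in both). Leaving out 1 library gave 10% to 21.9% and 2.55% to 28.2%. The cause was not tested.

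The NES of the STAT5 signature in non-treated GFP+ against GFP− cells, −1.65, lost its p under 0.05 (gene permutation) without a filter beyond 1 count (−1.33, p = 0.0537), in the 10 libraries (−1.43, p = 0.0544), in these with 1 gene per symbol (−1.43, p = 0.0514) and in 2 of the 12 fits that each left out 1 library (−1.7 to −1.22, p from 0.00287 to 0.188). After anti-PD-L1, the NES of −1.33 (p = 0.0882) passed 0.05 by gene permutation with at least 10 counts (−1.76), only the 2 groups compared (−1.5) and the ranking by F (−1.9), and in the 10 libraries with at least 10 counts (−1.4, p = 0.0456) and the ranking by F (−2, p = 7.28e-05). Without a filter beyond 1 count it was −0.846 (gene permutation, p = 0.778). Leaving out 1 library gave −1.28 to −0.893, none with p under 0.05. The NES of treatment in GFP+ cells, 1.82, passed 0.05 in every alternative but 1 fit that left out 1 library (1.43 to 1.85, gene permutation, p from 6.22e-04 to 0.0531). That in GFP− cells, 1.4 (p = 0.0526), passed 0.05 by gene permutation with at least 10 counts (1.74), only the 2 groups compared (1.57) and the ranking by F (1.97), in the 10 libraries with these choices (1.7, 1.57 and 2.15), and in 1 fit that left out 1 library (0.971 to 1.51). Without a filter beyond 1 count it was 1.07 (gene permutation, p = 0.299). The cause was not tested. The scores of the signature kept their direction throughout, and since p could not go below 0.1 in the 4 comparisons, it shows no stability. Permuting residuals in place of labels gave p = 0.3 for the interaction (permutation), and 0.21 in the 10 libraries. Leaving out 1 library gave −0.698 to −0.5 for GFP before and −0.416 to −0.237 after treatment, 0.325 to 0.529 and 0.0818 to 0.292 for treatment in GFP+ and GFP− cells, and 0.135 to 0.334 for the interaction.

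The NES of the type I list in non-treated cells, −1.61, lost its p under 0.05 (gene permutation) with the Reactome set (−0.985, p = 0.48), in the 10 libraries (−1.23, p = 0.163), in these with DESeq2 (−1.24), with 1 gene per symbol (−1.23) or with only the 2 groups compared (−1.31), and in 4 of the 12 fits that each left out 1 library (−1.61 to −1.2). After anti-PD-L1, −1.63 lost it, by gene permutation, with the Reactome set (−1.3, p = 0.0617), without a filter beyond 1 count (−0.982, p = 0.477) and in 2 such fits (−1.61 to −1.06). The NES of the interferon gamma list, −1.15 (p = 0.222), passed 0.05 by gene permutation with at least 10 counts (−1.57) and the ranking by F (−2.21), and by fry (median log2 fold change −0.158, p = 0.0472). In the 10 libraries it passed with camera and fry (median −0.0849, p = 0.0407 and 0.0153) and, by gene permutation, with the ranking by F (−1.71, p = 0.00206). It reversed to 0.89 without KT18, non-treated GFP− (gene permutation, p = 0.654), and ran from −1.22 to 0.89 across the fits that each left out 1 library. The cause was not tested.

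Named genes reversed in 17 cases, to log2 fold changes between −0.219 and 0.152. In the 10 libraries, Tcf7 in non-treated GFP+ against GFP− cells turned to 0.138, and there to 0.141 with DESeq2, 0.152 with at least 10 counts and 0.142 with only the 2 groups compared. Tnf after treatment in GFP+ cells turned to 0.0153 in the 10 libraries, and there to 0.00365 with DESeq2 and 0.00803 with only the 2 groups compared. Across the fits that each left out 1 library, Tcf7 ran from −0.339 to 0.139 and was reversed without KT13 (0.139) and without KT16 (0.00195). Tnf after treatment ran from −0.501 to 0.0191 in GFP+ cells, reversed without KT13 (0.0191), and from −0.199 to 0.138 in GFP− cells, reversed without KT20 (0.138), KT14 (0.00752) and KT18 (0.00964). After anti-PD-L1, in GFP+ against GFP− cells, Ifng ran from −0.0609 to 0.0237, reversed without KT19 (0.00589) and KT22 (0.0237), and Prf1 from −0.219 to 0.287, reversed without KT23 (−0.219). Mki67 after treatment in GFP+ cells ran from −0.634 to 0.00978, reversed without KT23. The cause was not tested. Among the other comparisons of named genes, 100 were stronger and 6 weaker under alternatives set in advance, 226 stronger under those set later, and 33 stronger and 36 weaker when 1 library was left out. No change occurred in 309, 99 and 917.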

Differences from the paper's values

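The share of variance of PC1 was 79.2% over all 12 libraries, against the paper's about 42% in Fig. 5A, read by eye. Among the alternatives set before the data were examined, the 500 most variable genes (52.9%), leaving out KT13 (60%) and leaving out KT21 (59.3%) brought the value within 1.5 times the paper's. All tested genes (27.3%), values not scaled (79.1%), a pseudocount of 5 (85.2%) and leaving out any other library (78.6% to 82.9%) did not. The paper's 10 libraries, chosen after seeing the values, gave 32.8%, and 32.3% without scaling, both within 1.5 times.

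The share of variance of PC2 was 6.29%, against the paper's about 26% in Fig. 5A, read by eye. None of the alternatives set before the data were examined closed the gap. The 500 most variable genes gave 12.3%, all tested genes 13.2%, values not scaled 5.81%, a pseudocount of 5 4.82%, and leaving out 1 library 4.77% to 12.7%. The paper's 10 libraries, chosen after seeing the values, gave 19.9%, and 18.8% without scaling, which did.

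The NES of the STAT5 signature in non-treated GFP+ against GFP− cells was −1.65, against the paper's about −2.0 in Fig. 5D, read by eye. The paper's value comes from the full published signature, and the value here from the 48 genes named in the heatmap. The limit used was 0.111, the SD of the NES over the 12 fits that each left out 1 library. It is not a standard error, and the paper's value was read by eye. A value beyond the limit therefore need not differ from the paper's. Among the alternatives set before the data were examined, at least 10 counts in every library (−2.1) came within the limit. DESeq2 (−1.64), no filter beyond 1 count (−1.33), only the 2 groups compared (−1.81), the ranking by the signed square root of F (−2.44) and each library left out in turn (−1.7 to −1.22) did not. Of the alternatives chosen after seeing the values, the paper's 10 libraries with at least 10 counts in every library (−1.98) came within it. The 10 libraries alone (−1.43), with DESeq2 (−1.45), with 1 gene per symbol (−1.43), with only the 2 groups compared (−1.54) and with the ranking by F (−2.57), and 1 gene per symbol over all 12 (−1.66), did not.

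The paper states that GFP+ and GFP− cells, and treated and non-treated samples, cluster apart. Over all 12 libraries, GFP accounted for 12.5% and treatment for 4.1% of the squared distance, with p of 0.88 and 0.5 from exact permutation tests. The paper's 10 libraries, chosen after seeing the values, gave p of 0.03 and 0.0333.

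The paper states that interferon gamma response genes are significantly lower in A2AR+ cells. The list of interferon gamma-induced genes used here, which is another set, had an NES of −1.15 (p = 0.222, gene permutation). It passed 0.05, by gene permutation unless another test is named, with at least 10 counts in every library (p = 0.0109), with fry (p = 0.0472) and with the ranking by F (p = 1.94e-06), and, chosen after seeing the values, over the 10 libraries with camera (p = 0.0407), fry (p = 0.0153) and the ranking by F (p = 0.00206). The type I list, which passed over all 12 libraries, had an NES of −1.23 (p = 0.163, gene permutation) over the paper's 10.

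The paper states that treatment significantly raised STAT5 target genes in A2AR− cells. The NES in GFP− cells was 1.4 (p = 0.0526, gene permutation). Without a filter beyond 1 count it was 1.07 (p = 0.299, gene permutation). By gene permutation it passed 0.05 with at least 10 counts in every library (p = 0.00184), with only the 2 groups compared (p = 0.0164), with the ranking by F (p = 9.32e-05) and without anti-PD-L1 GFP− replicate KT20 (p = 0.0213), and, chosen after seeing the values, over the 10 libraries with the same 3 choices of filter, groups and ranking (p = 0.00331, 0.0164 and 8.31e-06).

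The paper states that the subsets no longer differ significantly in STAT5 target genes after treatment. The NES was −1.33 (p = 0.0882, gene permutation), on the paper's side of 0.05, but passed it with at least 10 counts in every library (p = 0.00424), only the 2 groups compared (p = 0.0249) and the ranking by F (p = 1.99e-04), and, chosen after seeing the values, over the 10 libraries with at least 10 counts in every library (p = 0.0456) and the ranking by F (p = 7.28e-05). Camera and fry, which use the spread between libraries, stayed on the paper's side in both sets. Their p was 0.0956 and 0.0712 over all 12 libraries (camera, fry) and 0.108 and 0.171 over the 10.

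The paper infers that treatment overcomes the lower STAT5 signaling of A2AR+ cells. The change of the GFP difference in the signature score with treatment was 0.239 (exact permutation, p = 0.52) over all 12 libraries and 0.406 (exact permutation, p = 0.42) over the paper's 10, chosen after seeing the values. That test exchanges the GFP labels and so carries the GFP difference itself into the change, which makes p large. Permuting the residuals of a model without interaction, also chosen after seeing the values, gave p = 0.3 and 0.21 (permutation). Neither test passed 0.05, and neither excludes a change.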

Other observations

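The comparison of the type I list after anti-PD-L1 was chosen only after the data were seen, as were its test below, every value over the paper's 10 libraries and the variance and shifts traced to GC content and length; no other test in this part was.

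The STAT5 signature was lower in non-treated GFP+ than in GFP− cells, and 2 technical explanations were tested. If correlation between its genes produced the small p of gene permutation, camera, which allows for it, would give a large one. Its p was 0.013. If a GC content or length bias between the sorts produced the shift, correction for both would remove it. Of the NES, 102% was kept, at −1.69 over all 12 libraries (gene permutation, p = 0.00506) and −1.47 over the paper's 10 (p = 0.0372). There was little such bias to remove, since GC content and length accounted for 0.391% of the variance of log2 fold changes across genes over all 12 and 0.233% over the 10, and predicted mean shifts of the signature of 0.0436 and −0.0162, against −0.257 and −0.287 measured. The shift was therefore not accounted for by either explanation.

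Another explanation, chance differences between libraries, was tested by dividing the 6 libraries of each comparison into 3 and 3 in all 10 ways, the real one included. With 10 splits the share cannot fall below 0.1, so these tests cannot exclude chance for any result. For the STAT5 signature in non-treated GFP+ against GFP− cells, 1 of the 10 splits, the real one, gave an NES as far from 0, so the pattern cannot be told apart from chance differences by this test. For the STAT5 signature after anti-PD-L1, 3 of the 10 splits did (highest 1.68), for treatment in GFP+ cells 1 of the 10 splits and for treatment in GFP− cells 3 of the 10 splits (highest 1.7). For the type I list, 1 of the 10 splits did in non-treated cells and 1 of the 10 splits after anti-PD-L1, and for the interferon gamma list in non-treated cells 4 of the 10 splits (highest 1.23).

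For differentially expressed genes, 1 of the 10 splits gave as many for GFP+ against GFP− in non-treated cells, 1 of the 10 splits after anti-PD-L1 and 1 of the 10 splits for anti-PD-L1 against non-treated in GFP+ cells. In GFP− cells 0 genes were called (487 at an unadjusted p under 0.05), so 10 of the 10 splits gave as many. For the interaction of GFP and treatment, also with 0 genes (295 unadjusted), 100 of the 100 splits drawn from 200 gave as many, 1 of them gave any gene, and 85 of the 100 gave as many genes at an unadjusted p under 0.05. These splits exchange GFP labels, which carries the GFP difference into the interaction, and with 0 genes every split gives as many, so the interaction cannot be told apart from chance differences by this test.

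After anti-PD-L1, a condition the paper's interferon statement is not about, the type I list had an NES of −1.63 in GFP+ against GFP− cells over all 12 libraries (gene permutation, p = 0.00581) and −1.63 over the paper's 10 (p = 0.00381).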
